# Recapitulating kidney development in vitro by priming and differentiating mouse embryonic stem cells in monolayers

**DOI:** 10.1038/s41536-020-0092-5

**Published:** 2020-04-20

**Authors:** Theresa Chow, Frances T. M. Wong, Claudio Monetti, Andras Nagy, Brian Cox, Ian M. Rogers

**Keywords:** Stem-cell differentiation, Embryonic stem cells

## Abstract

In order to harness the potential of pluripotent stem cells, we need to understand how to differentiate them to our target cell types. Here, we developed a protocol to differentiate mouse embryonic stem cells (ESCs) to renal progenitors in a step-wise manner. Microarrays were used to track the transcriptional changes at each stage of differentiation and we observed that genes associated with metanephros, ureteric bud, and blood vessel development were significantly upregulated as the cells differentiated towards renal progenitors. Priming the ESCs and optimizing seeding cell density and growth factor concentrations helped improve differentiation efficiency. Organoids were used to determine the developmental potential of the renal progenitor cells. Aggregated renal progenitors gave rise to organoids consisting of LTL+/E-cadherin+ proximal tubules, cytokeratin+ ureteric bud-derived tubules, and extracellular matrix proteins secreted by the cells themselves. Over-expression of key kidney developmental genes, *Pax2*, *Six1*, *Eya1*, and *Hox11* paralogs, during differentiation did not improve differentiation efficiency. Altogether, we developed a protocol to differentiate mouse ESCs in a manner that recapitulates embryonic kidney development and showed that precise gene regulation is essential for proper differentiation to occur.

## Introduction

Pluripotent stem cells (PSCs), such as embryonic stem cells (ESCs) and induced PSCs (iPSCs), have the ability to self-renew and differentiate into all cells of all three germ layers, including renal progenitors. Renal progenitors, which include nephron progenitors, ureteric bud cells, and stromal progenitors, are multipotent stem cells capable of self-renewal and differentiation to all the specialized cell types in the adult kidney. These properties make renal progenitors a valuable cell source for therapeutic applications and regenerative medicine. Since the renal progenitor pool is exhausted shortly after birth, we propose to produce embryonic kidney-like cells in vitro by differentiating PSCs to multipotent renal progenitors. When cultured under conditions that mimic embryonic kidney development, PSCs can be differentiated to renal progenitors and coaxed to form kidney organoids, and these cells can be used in various applications, including cell-based therapy and nephrotoxicity screening. Here, we improved on existing mouse differentiation protocols by eliminating the use of embryoid bodies and developing a monolayer protocol that generates multiple renal progenitor cell types, including nephron progenitors, ureteric bud cells, and stromal progenitors.

The strategy to developing an in vitro differentiation method is to recapitulate embryonic kidney development. Mammalian kidney development begins with the formation of the pronephric duct at around E8.0 in mice, which extends caudally towards the hind limbs. As the nephric duct extends, it induces the formation of the mesonephros on the adjacent intermediate mesoderm at around E9.0 in mice. The metanephros starts to form at around E10.5 in mice when the nephric duct reaches a mass of cells called metanephric blastema. The nephric duct induces the metanephric blastema to become the metanephric mesenchyme, and, in turn, the metanephric mesenchyme induces the formation and outgrowth of the ureteric bud from the nephric duct. The cross-talk between the metanephric mesenchyme and ureteric bud is important for survival, migration, and proliferation of the two cell populations. The metanephric mesenchyme condenses to form pretubular aggregates, and the pretubular aggregates continue to undergo morphological changes and mesenchymal-to-epithelial transition to give rise to renal vesicles, comma-shaped bodies, S-shaped bodies, and eventually connect with the collecting duct and ureter to form a continuous tubular system.

From seminal research studies on the cellular and molecular basis of kidney induction and patterning, we know that activin A, bone morphogenetic proteins (Bmps), fibroblast growth factors (Fgfs), and Wnt molecules play important roles in inducing and promoting renal differentiation from primitive streak cells^1–4^. In addition to regulatory molecules, some key transcriptional factors and co-activators directly involved in inducing and maintaining renal progenitors include *Pax2*, *Six1*, *Eya1*, and *Hox11* paralogs (*Hoxa11*, *Hoxc11*, and *Hoxd11*). Knockout mouse studies show that defects in these genes result in metanephric mesenchyme apoptosis and lack of ureteric bud formation^5–8^. In humans, defects in these genes result in various renal abnormalities, including branchio-oto-renal syndrome, renal hypodysplasia, and renal-coloboma syndrome^9^.

There has been tremendous advancement in human PSC differentiation, but very little advancement in mouse PSC differentiation. Given the importance and power of transgenic rodent models in studying kidney development and disease, we recognize the need for a more reliable, reproducible, and a better characterized murine renal differentiation protocol. Currently, almost all mouse differentiation protocols use embryoid bodies as an intermediate step to generate renal progenitors^10–15^. Embryoid bodies are formed by aggregating and culturing PSCs as a cell aggregate, and factors such as embryoid body size and cell position within the embryoid body would affect differentiation. These protocols opt to use embryoid bodies as a method of differentiation, probably because mouse PSCs are notorious for being difficult to grow as a monolayer due to their “naive” pluripotency state as opposed to the “primed” pluripotency state of human PSCs, which are easier to grow as a monolayer. In addition, these studies did not differentiate ESCs to renal progenitors in a step-wise manner to recapitulate embryonic kidney development and often rely on transplanting the embryoid bodies into mice for maturation^10,11^. Lastly, only one progenitor population is generated in these protocols, while developmental studies demonstrate that the interactions between nephron progenitors, ureteric bud cells, and stromal progenitors are crucial for proper kidney development to occur.

Understanding these issues, we developed a protocol to direct the differentiation of mouse ESC, as a monolayer, to renal progenitors in a step-wise fashion. We incorporated a priming step in our differentiation protocol in order to generate a monolayer and prime the cells for mesoderm differentiation. Microarray analysis at each step of differentiation showed that ESCs were differentiating towards the kidney lineage. At the end of the 21-day protocol, gene expression and functional studies demonstrated that our protocol yields a mixture of renal progenitors, including nephron progenitors, ureteric bud cells, and stromal progenitors. When aggregated and cultured on an air–liquid interface, the renal progenitors formed kidney organoids containing LTL+/E-cadherin+ proximal tubule cells and cytokeratin+ ureteric bud-derived tubules, and all the tubules were supported by extracellular matrix proteins produced by the cells themselves. A kidney organoid made up of primarily tubules is useful for drug-induced toxicity studies since many nephrotoxic drugs target tubules, in particular proximal tubules. The inability to fully mature organoids in vitro is an ongoing issue in the field, and, at best, researchers are only able to generate human kidney organoids in vitro that are equivalent to second trimester fetal kidneys^16^. We cultured our mouse organoids for up to 3 weeks of in vitro, mirroring the full mouse gestation time, and found that they did not fully mature to express organic anionic transporter 1 and 3 (*Oat1*, *Oat3*) and organic cation transporter 2 (*Oct2*), which are drug transporters commonly found on mature proximal tubule cells. Since mirroring gestation time was not sufficient to yield mature adult organoids, it suggests that developmental cue(s) may be missing from our culture.

Lastly, we investigated whether we could improve differentiation at the genetic level by over-expressing *Pax2*, *Eya1*, *Six1*, *Hoxa11*, *Hoxc11*, and *Hoxd11* transgenes during ESC differentiation. With our system we found that over-expression of *Pax2*, *Eya1*, *Six1*, *Hoxa11*, *Hoxc11*, and *Hoxd11* inhibited differentiation, indicating that the precise regulation of gene expression is critical for proper development. Having a robust differentiation protocol will allow researchers to study kidney differentiation and organogenesis in vitro, and therefore allows researchers to gain a better understanding of these complex processes. This understanding will ultimately help develop tools for human kidney disease diagnosis, management, and treatment.

## Results

### Directed differentiation of mouse ESCs to renal progenitors

To recapitulate kidney development in vitro, we developed a step-wise protocol to direct the differentiation of mouse ESCs to mesoderm, intermediate mesoderm, and renal progenitors. First, we empirically established the optimal conditions, including growth factor combinations, the substrate on which cells are cultured and differentiated, and the seeding cell density for mesoderm induction. Bmp4 and activin A are strong inducers of mesoderm cells, and activin A and Fgf2 have been shown to upregulate brachyury (T) expression^3^. Different concentrations, combinations, and culture durations of Bmp4 (20–30 ng/ml), activin A (10–30 ng/ml), and Fgf2 (10–50 ng/ml) were tested and a combination of 30 ng/ml Bmp4, 10 ng/ml activin A, and 12 ng/ml Fgf2 for 2 days was found optimal for mesoderm induction (Fig. 1).

**Fig. 1:**
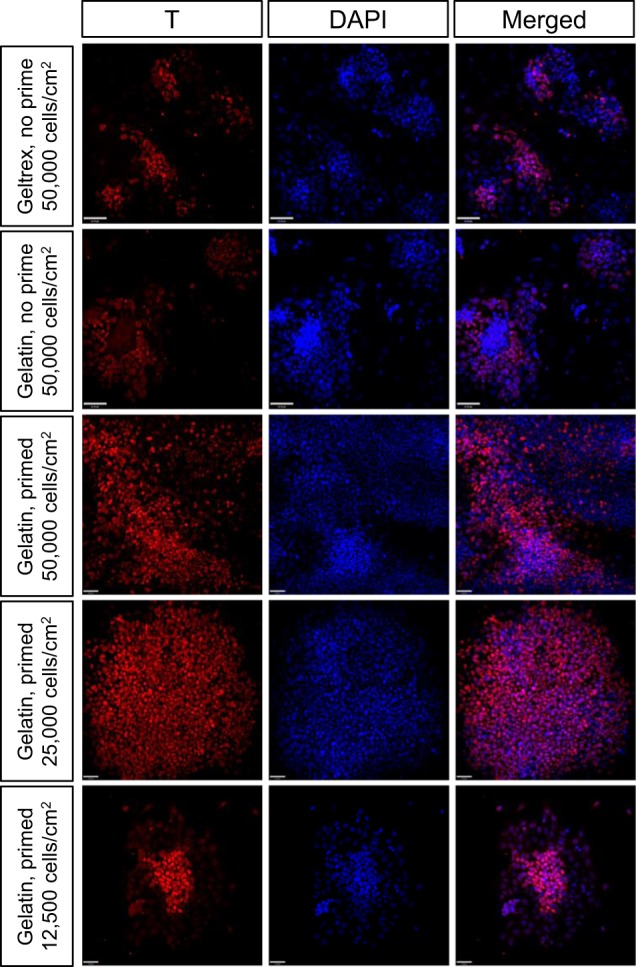
Mesoderm induction under different culture conditions. Immunocytochemistry on cells after mesoderm induction shows that T induction is affected by tissue culture plate coating, the absence/presence of priming induction, and initial seeding cell density. Scale bar = 40 µm.

The extracellular matrix plays a critical role in differentiation, and thus gelatin and Geltrex, which are commonly used in cell culture and differentiation, were tested. Gelatin is composed of mainly collagen, while Geltrex is a mixture of extracellular matrix proteins. We plated mouse ESCs at 50,000 cells/cm^2^ and differentiated them on gelatin-coated and Geltrex-coated tissue culture plates, and found that ESCs differentiated to T+ mesoderm more readily on gelatin-coated plates than Geltrex-coated plates (56.7 ± 6.4% vs. 22.3 ± 11.4% T+ cells, *p* < 0.05; Fig. 1).

Next, we explored whether adding a priming step in our differentiation protocol would improve differentiation efficiency. We hypothesized that the addition of a priming step consisting of Fgf2 and activin A to first prime the naive ESCs to epiblast stem cells (EpiSCs) would allow the cells to differentiate more readily to T+ mesoderm. In a study by Sudheer et al.^17^, they showed that culturing mouse ESCs in the presence of Fgf2 and activin A for 2 days was sufficient to convert ESCs to EpiSCs. Therefore, we plated mouse ESCs at 50,000 cells/cm^2^ and differentiated mouse ESCs to T+ mesoderm with and without a 2-day priming step. We found that the percent T+ cells in prime and no prime conditions were not statistically different from each other (prime: 49.8 ± 12.2% versus no prime: 56.7 ± 6.4%; Fig. 1). However, there were more T+ cells in the prime condition than the no prime condition (prime: 661/1366 T+ cells versus no prime: 175/303 T+ cells).

Finally, the impact of seeding cell density on mesoderm induction was assessed. Cell–cell contact is important for cell–cell communication and therefore affects cellular differentiation. Too few or too many cells could affect differentiation. We seeded ESCs at three cell densities at the start of differentiation (12,500, 25,000 or 50,000 cells/cm^2^) and found that ESCs seeded at 25,000 cells/cm^2^ yielded the most T+ cells after mesoderm induction (Fig. 1). When cells were seeded at 12,500, 25,000 and 50,000 cells/cm^2^, it yielded 37.3 ± 13.8%, 82.1 ± 17.0% and 49.8 ± 12.2% T+ cells, respectively. T induction was statistically higher (*p* < 0.05) when ESCs were seeded at 25,000 cells/cm^2^ compared to 12,500 or 50,000 cells/cm^2^. These optimized initial conditions were then used to establish the remaining differentiation protocol.

Activin A, retinoic acid, ROCK inhibition, Fgf2, and Bmp7 are involved in intermediate mesoderm and renal progenitor induction^1,2,18–24^. Culturing T+ mesoderm in 10 µM Y27632 (ROCK inhibitor), 100 nM retinoic acid, and 30 ng/ml activin A for 2 days induced Pax2+ intermediate mesoderm formation. Next, culturing Pax2+ intermediate mesoderm cells in 150 ng/ml Bmp7 and 50 ng/ml Fgf2 for 15 days yielded 43.2 ± 8.7% Six2+, 16.7 ± 6.3% Wt1+, and 65.0 ± 5.3% Pax2+ progenitors (Fig. 2a, b). Six2, Wt1, and Pax2 are markers of renal progenitors and are expressed in E13.5 embryonic kidney cells, but not in undifferentiated mouse ESCs (Supplementary Fig. 1). Secondary antibody controls confirmed that secondary antibodies did not bind non-specifically to cells (Supplementary Fig. 2).

**Fig. 2:**
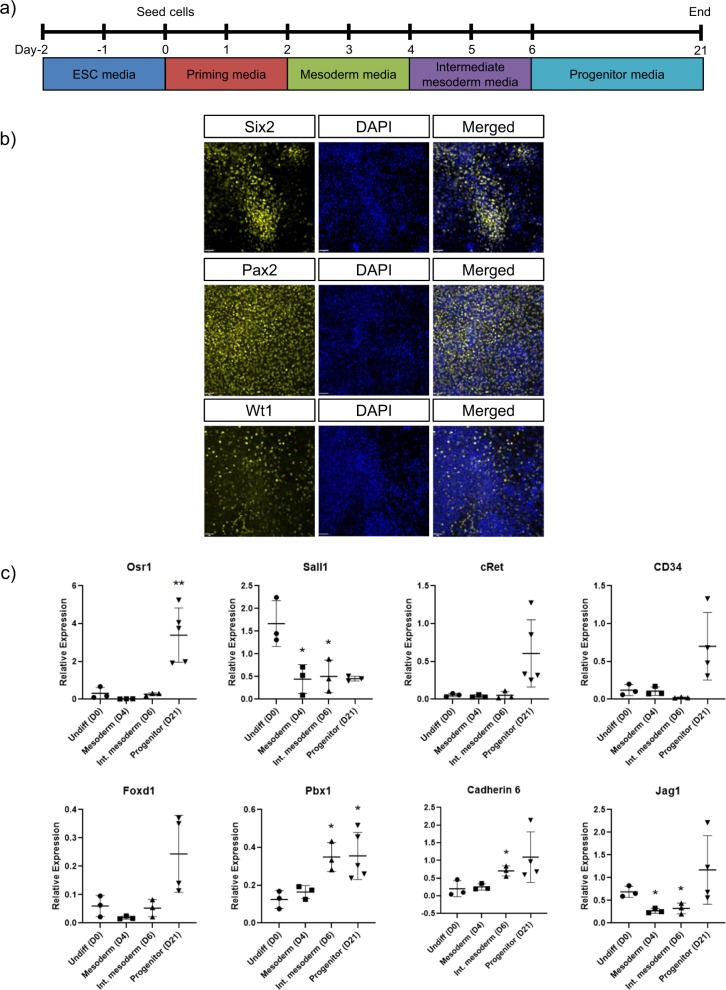
Renal progenitors derived from mouse embryonic stem cells (ESCs). **a** Schematic diagram of the renal differentiation timeline. **b** Immunocytochemistry reveals that the differentiated cells express Six2, Pax2, and Wt1 at the end of the 21-day differentiation protocol. Scale bar = 40 µm. **c** Quantitative PCR shows that the expression of renal progenitor markers changes as the embryonic stem cells (“Undiff”) differentiate to mesoderm, intermediate mesoderm, and progenitor. Expression is relative to E13.5 embryonic kidney. Asterisks (*) indicate that expression is significantly different (*p* ≤ 0.05 (*), *p* ≤ 0.01 (**)) from undifferentiated mouse embryonic stem cells, as determined by *t* test with Welch’s correction. *n* = 3–5. Error bars represent standard deviation.

Using quantitative polymerase chain reaction (PCR), we showed that our differentiation protocol yields a mix of renal progenitors, including metanephric mesenchyme (*Osr1*, *Sall1*), nephric duct (*cRet*), endothelial progenitors (*CD34*), and stromal progenitors (*Foxd1*, *Pbx1*) (*n* = 3; Fig. 2c). We found that the expression of these markers was absent/low in undifferentiated ESC, but increased as the ESCs differentiated to mesoderm, intermediate mesoderm, and progenitors. After differentiation, the progenitor cells expressed their respective markers at levels that were similar to E13.5 mouse embryonic kidney cells. Interestingly, at the end of the 21-day differentiation protocol, some cells expressed *Cadherin 6* and *Jag1*, which indicated that some of the metanephric mesenchyme had differentiated further to renal vesicles. Finally, immunocytochemistry was used to reveal that pluripotency-associated marker Oct4 was absent in ESC-derived progenitors, and quantitative PCR was used to show that pluripotency-associated markers *Esrrb*, *Lefty2*, and *Lin28a* were significantly downregulated in progenitors compared to undifferentiated ESCs (Supplementary Fig. 3). This indicated that the differentiated renal progenitors are not pluripotent.

### Genome-wide gene expression analysis of cells during renal differentiation

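RNA was profiled on Affymetrix Mouse Gene 2.0 ST arrays from undifferentiated mouse ESCs of the line 1B10 (day 0), mesoderm cells (day 4), intermediate mesoderm cells (day 6), renal progenitors (day 21) and whole E12.5 and E13.5 mouse kidneys, with 3 arrays per group. The ESCs were grown on a feeder layer of mitomycin C-treated mouse embryonic fibroblasts. The authors normalized the raw arrays by robust multi-array average (RMA), and the deposited table gives a log2 value for each of 23986 gene symbols on 30 arrays. These log2 values were used as deposited, since the medians of the arrays lay close together, between 5.757 and 5.941. Replicate 1 of the ESC, mesoderm, intermediate mesoderm, progenitor and E13.5 groups carries the label batch 1, and the other 25 arrays carry the label batch 2. As a gauge of background, 1399 olfactory and vomeronasal receptor genes, which few tissues express, had a median between 2.88 and 3.39 on each array. The median SD per gene was 0.155 in mesoderm cells, with 11 genes at an SD over 1, 0.146 in E12.5 kidneys (14 genes) and 0.15 in E13.5 kidneys (27 genes). Progenitor replicates were farthest apart, with a median SD of 0.26, 575 genes with an SD over 1 and a lowest correlation of 0.957 between replicates. Neither the labels nor the paper's text states whether the replicates were separate cultures or animals, and the number of arrays limits the precision of every value.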

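The stages of differentiation and the embryonic kidneys were set along axes of expression, each read here from some of its 8 largest loadings at either end, with no test of gene groups. On the axis of largest variance, a component analysis of 18 arrays and 23986 genes with no scaling, the largest loadings at the embryonic end included Hbb-y (an embryonic globin), Calb1 (a calcium-binding protein of the distal nephron) and Aldh1a2 (a retinoic acid synthase). Those at the opposite end included Tdgf1, Nanog, Lefty2 and Sox2, which are expressed in pluripotent cells. Scores on this axis, which held 43.23% of the variance, averaged -57.96 (SD 7.52, n = 3) in ESCs, -44.63 (SD 2.24) in mesoderm cells and -27.92 (SD 11.9) in intermediate mesoderm cells. Progenitors scored 21.21 (SD 20, n = 3), ranging from 3.59 to 42.9, while E12.5 kidneys averaged 55.57 and E13.5 kidneys 53.73. With the mean of ESCs set to 0 and that of the embryonic kidneys to 1, the progenitors stood at 0.703 (SD 0.177). The next axis held 20.49% of the variance and set the progenitors (68.68, SD 2.31, n = 3) against the E12.5 kidneys (-23.83), the E13.5 kidneys (-21.72), mesoderm cells (-19.21), intermediate mesoderm cells (-2.19) and ESCs (-1.73). Its largest loadings at the progenitor end included Cp (ceruloplasmin), Serpina3n, Saa3 and Lcn2, which belong to the acute-phase response, the cytokine receptor gene Osmr and Aspn, a matrix gene. At the other end they included the globin genes Hbb-y and Hbb-bh1, the X-inactivation RNA Xist, and the kidney genes Six2 and Hoxd11.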

Principal component analysis (PCA) plots show that PC1 (43.2% variance) separates embryonic kidneys and ESC-derived progenitors from undifferentiated ESC, mesoderm, and intermediate mesoderm, and PC2 (20.5% variance) separates ESC-derived progenitors from embryonic kidneys, undifferentiated ESC, mesoderm, and intermediate mesoderm (Supplementary Fig. 4a). This shows that ESC-derived progenitors are more transcriptionally similar to embryonic kidneys than undifferentiated ESC, mesoderm, and intermediate mesoderm. 

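Each array was compared with the mean of the 6 embryonic kidney arrays over all 23986 genes. Across genes, which are not independent replicates, the Pearson correlation was 0.928 (SD 0.00971, n = 3) for ESCs, 0.944 (SD 0.00319) for mesoderm cells, 0.9548 (SD 0.00754) for intermediate mesoderm cells and 0.9425 (SD 0.00464) for progenitors. The Euclidean distance gave the same order, with 124.2 log2 units for ESCs, 109.7 for mesoderm cells, 98.54 for intermediate mesoderm cells and 110.4 for progenitors. Progenitors correlated more with embryonic kidneys than ESCs did by 0.0145 (two-sided exact permutation test, p = 0.2, adjusted p = 0.225 over 9 comparisons). Against mesoderm cells the difference in correlation was -0.00157 (exact permutation p = 0.5, adjusted p = 0.5), and against intermediate mesoderm cells it was -0.0123 (exact permutation p = 0.1, adjusted p = 0.15). Progenitors were instead above mesoderm cells with the filter on dim genes (0.8655 and 0.8615), the batch 2 arrays alone (0.9443 and 0.9419) and without replicate 1 (0.9439 and 0.9418). The smallest p that 3 arrays against 3 allow is 0.1, so no difference of this kind can pass 0.05. The paper reasons from the positions of the groups on its principal components (Supplementary Fig. 4a) that progenitors resemble embryonic kidneys more than the earlier stages do.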

Next, we used limma to determine significant differentially expressed genes between the different stages of differentiation, and we fed these lists into over-representation analysis to determine the enriched gene ontologies (GOs) associated with each stage of differentiation. 

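Differential expression was computed with limma on the log2 values of all 30 arrays, with a coefficient for each of the 10 groups and a term for the batch, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. Fitting all groups together shares the estimate of the spread and leaves 19 residual degrees of freedom. GO annotation was not at hand, so 32 gene lists written before the data were examined stand for the themes that the paper reports and for other cell types. Some genes belong to several lists. Dcn, Col1a2 and Col3a1 are in the matrix and the fibroblast list, and Pdgfra is in the stroma and the fibroblast list. Changes of lists that share genes are not independent of each other. Per list, the genes that rose and fell were counted, also with the adjustment over the list alone, and the list as a whole was tested against all other genes with camera at a preset inter-gene correlation of 0.01, adjusted over the lists of each comparison. Among the comparisons between stages of differentiation, no list kept a camera adjusted p under 0.05 when the correlation was estimated from the data, so the values with an estimated correlation are printed beside the preset ones. In the comparison of progenitors with embryonic kidneys, 6 lists kept it.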

Binary comparison of undifferentiated mouse ESCs to mesoderm cells revealed that 1941 genes were differentially expressed between them. 

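In mesoderm cells, T (Brachyury), the transcription factor that marks the primitive streak and nascent mesoderm, was at 10.50 ± 0.18 on the log2 scale (SD, n = 3), against 7.32 ± 1.68 in undifferentiated ESCs. This is a log2 fold change of 3.17 (standard error 0.56, adjusted p = 0.000468). Wnt8a, a signal of the primitive streak, rose by 3.54 to 8.66 ± 0.46, with an adjusted p of 1.32e-10. Cubn, an endocytic receptor of the visceral endoderm and the proximal tubule, rose by 4.10, and Tfap2a, a transcription factor of the ectoderm and neural crest, by 3.36. Among the 8 largest decreases of genes named by rule were those of Lilrb4a, a receptor of myeloid cells, from 9.23 ± 0.77 to 4.27 ± 0.44, and of Lyz2, the lysozyme of macrophages, from 8.26 ± 0.62 to 4.89 ± 0.37 (adjusted p = 2.94e-05). Klk1 fell by 4.33 and the matrix protease Mmp3 by 3.49. Of the 36 extracellular matrix genes, none rose and 15 fell, or 0 and 15 when adjusted over the list alone, with camera giving an adjusted p of 2.3e-09, or adjusted p = 0.37 with an estimated correlation. Of the 15 markers of fibroblasts and feeder cells, none rose and 9 fell, or 1 and 10 when adjusted over the list alone, among them Dcn (-2.97), Postn (-2.61) and Fbln2 (-2.44). Their camera adjusted p was 7.1e-07, and adjusted p = 0.36 with an estimated correlation. Of the 15 blood and macrophage markers, none rose and 6 fell, or 0 and 6 when adjusted over the list alone, such as Cd68 (-1.88) (camera, adjusted p = 0.00071, and adjusted p = 0.48 with an estimated correlation). Of the 29 stress, hormone and cytokine response genes, 1 rose and 11 fell, or 3 and 12 when adjusted over the list alone (camera, adjusted p = 4.8e-05, and adjusted p = 0.36 with an estimated correlation). In all, 2798 of 23986 genes (11.7%) passed the test in limma, and 5574 had an unadjusted p under 0.05. The count was 1623 without mesoderm replicate 1, 1762 without mesoderm replicate 2, 1621 without ESC replicate 1 and 1263 with the batch 2 arrays alone.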

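Genes of the primed epiblast, the state between ESCs and gastrulation, were higher in mesoderm cells than in ESCs. Fgf15, a growth factor of the epiblast, rose by 1.42 on the log2 scale, from 7.89 ± 0.07 to 9.31 ± 0.32 (SD, n = 3, adjusted p = 0.00113), the DNA methyltransferase gene Dnmt3a by 1.18 and Pou3f1 (Oct6) by 1.16. Of the 10 primed epiblast genes, 5 rose and none fell, or 7 and 1 when adjusted over the list alone, with a camera adjusted p of 9.2e-05 and adjusted p = 0.36 with an estimated correlation. On single arrays the mean of the list was 8.26 in ESC replicate 3, above mesoderm replicate 1 (8.16), and 6.75 and 7.88 in ESC replicates 1 and 2. Enzymes of nucleotide synthesis moved the same way, with Prps2 (1.10) and Atic (0.83). Of the 20 nucleotide biosynthesis genes, 7 rose and none fell, or 15 and 1 when adjusted over the list alone (camera, adjusted p = 3.7e-06, and adjusted p = 0.36 with an estimated correlation). Naive pluripotency genes fell, with Tcl1 (-3.23) and Klf4 (-2.27) among the largest changes. Lefty2, an inhibitor of Nodal signalling, fell by 1.92 to 9.52 ± 0.24 (adjusted p = 0.0134), and the nuclear receptor gene Esrrb by 1.15 (adjusted p = 0.0413). Of the 26 pluripotency genes, 1 rose and 8 fell, or 1 and 10 when adjusted over the list alone (camera, adjusted p = 9.8e-05, and adjusted p = 0.65 with an estimated correlation). The member that rose was Lin28a, an RNA-binding protein of early cells, by 0.98 (adjusted p = 0.037). Pou5f1 (Oct4) had a log2 fold change of 0.29 (adjusted p = 0.591). In total 1406 genes were upregulated in mesoderm cells, 321 of them at least 2-fold, and 1392 were downregulated, 470 of them at least 2-fold. With the batch 2 arrays alone, the calls of Lefty2 (adjusted p = 0.0582), Esrrb (adjusted p = 0.173) and Lin28a (adjusted p = 0.307) ended. Leaving out mesoderm replicate 2 also ended them, at adjusted p = 0.0583, 0.175 and 0.0852, and those of Esrrb and Lin28a ended without other arrays too, at adjusted p up to 0.168 and 0.333.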

Of the 1941 genes, 880 genes were significantly upregulated (false discovery rate (FDR)-corrected *p* value < 0.05) in mesoderm cells compared to undifferentiated ESC. Over-representation analysis of these genes revealed that GOs enriched in mesoderm cells included cell differentiation, development and morphogenesis, organ development and morphogenesis, and anterior/posterior pattern formation (Fig. 3a). These are all functions involved in gastrulation and the formation of mesoderm.

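Hox genes, which set position along the anterior/posterior axis, rose in mesoderm cells. Hoxb1 went from 5.31 ± 0.09 in ESCs to 8.13 ± 0.46 in mesoderm cells (SD, n = 3), a log2 fold change of 2.82 with an adjusted p of 6.63e-06. Hoxc9 rose by 1.97. Of the 39 Hox genes, 12 rose and none fell, or 14 and 1 when adjusted over the list alone (camera, adjusted p = 1.3e-07, and adjusted p = 0.37 with an estimated correlation). Wnt3, which the primitive streak needs to form, rose by 1.80 (adjusted p = 0.000403), Cdx2, a regulator of the posterior Hox genes, by 1.89 to 7.86 ± 0.74, and the growth factor gene Fgf8 by 1.25. Of the 25 primitive streak and mesoderm genes, 6 rose and 2 fell, or 9 and 2 when adjusted over the list alone, with a camera adjusted p of 0.0036 and adjusted p = 0.52 with an estimated correlation. ESC replicate 3, with a list mean of 6.91, lay above mesoderm replicates 2 and 3 (6.68 and 6.71). Lhx1, a transcription factor of the mesoderm and later of the nephron, fell by 1.95 (adjusted p = 0.018). With the batch 2 arrays alone, Cdx2 had an adjusted p of 0.1, and Fgf8 had an adjusted p of 0.0557 without ESC replicate 1 and of 0.168 in a fit of the compared arrays alone with no batch term. The call of Lhx1 ended in a fit of the compared arrays alone with the batch term (adjusted p = 0.16) or without it (adjusted p = 0.211), and without mesoderm replicate 2 or 3 (adjusted p = 0.0801 and 0.0907) or ESC replicate 2 or 3 (adjusted p = 0.078 and 0.158). The paper states that the ontologies enriched in mesoderm cells are functions of gastrulation and of mesoderm formation.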

**Fig. 3:**
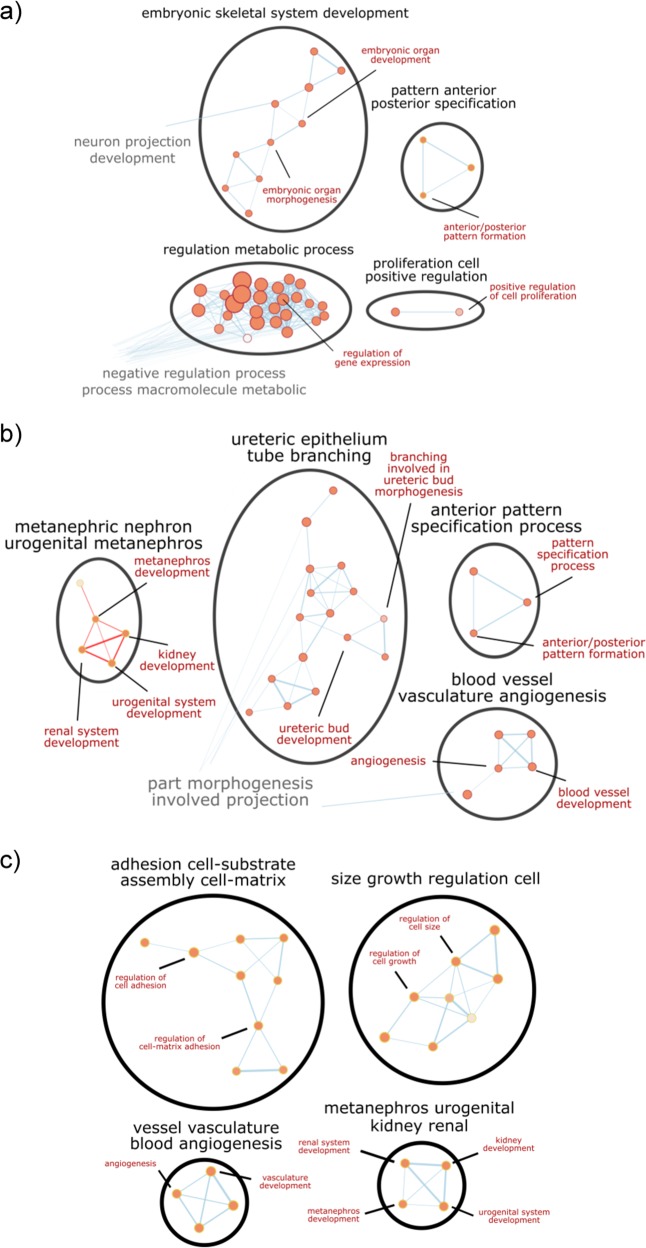
Network diagrams of selected gene ontology clusters enriched at each stage of differentiation. **a** Over-represented gene ontologies significantly enriched in mesoderm cells compared to undifferentiated mouse ESCs include embryonic organ development and morphogenesis, anterior/posterior pattern formation, and regulation of cell proliferation. **b** Over-represented gene ontologies significantly enriched in intermediate mesoderm cells compared to mesoderm cells include metanephros development, ureteric bud development, and vasculature development. **c** Over-represented gene ontologies significantly enriched in progenitor cells compared to intermediate mesoderm cells include kidney development, regulation of cell adhesion, regulation of cell–matrix adhesion, and vasculature development. FDR-corrected *p* < 0.05.

As the mesoderm cells differentiated to intermediate mesoderm cells, 1916 genes were differentially expressed with 881 genes significantly upregulated (FDR-corrected *p* value < 0.05) in intermediate mesoderm cells compared to mesoderm cells. 

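The mesoderm markers fell as cells moved to intermediate mesoderm. T dropped by 4.92 on the log2 scale to 5.58 ± 0.20 (SD, n = 3, adjusted p = 1.34e-05), Wnt8a by 3.24, the lipoxygenase gene Alox15 by 3.15 and the kinase gene Pim2 by 3.37. Among the 8 largest increases of genes named by rule were those of Rarb, a retinoic acid receptor, by 2.42 (adjusted p = 0.000584), Nr2f2 by 2.67 and Tfap2b by 2.86. Of the 25 primitive streak and mesoderm genes, none rose and 7 fell, or 3 and 10 when adjusted over the list alone, among them Cdx2 (-2.07) and Fgf8 (-1.43) (camera, adjusted p = 0.0036, and adjusted p = 0.38 with an estimated correlation). Of the 10 primed epiblast genes, none rose and 5 fell, or 0 and 7 when adjusted over the list alone (camera, adjusted p = 2.2e-05, and adjusted p = 0.15 with an estimated correlation). Of the 40 DNA replication and repair genes, none rose and 13 fell, or 0 and 27 when adjusted over the list alone, with a camera adjusted p of 6.5e-15 and adjusted p = 0.15 with an estimated correlation. Of the 20 nucleotide biosynthesis genes, none rose and 12 fell, or 0 and 16 when adjusted over the list alone, with a camera adjusted p of 9e-14 and adjusted p = 0.057 with an estimated correlation, and Atic fell by 0.91. Matrix genes rose together, 15 of 36 with none lower (24 and 0 when adjusted over the list alone), the collagen gene Col1a2 by 1.70 (camera, adjusted p = 2.3e-15, and adjusted p = 0.15 with an estimated correlation). Of the 15 markers of fibroblasts and feeder cells, 5 rose and none fell (7 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.0011, and adjusted p = 0.38 with an estimated correlation). Among these were Dcn, Col1a2 and Col3a1, which are counted in the matrix list too. In limma 1691 genes passed the test, 756 upregulated and 935 downregulated, and 4629 had an unadjusted p under 0.05. The count was 787 without mesoderm replicate 2, 859 without mesoderm replicate 3, 943, 895 and 1087 without intermediate mesoderm replicates 1, 2 and 3, 934 with the batch 2 arrays alone and 3864 with array weights. The call of Col1a2 ended with the batch 2 arrays alone (adjusted p = 0.0786) and without intermediate mesoderm replicate 1 (adjusted p = 0.0519).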

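Osr1, the transcription factor that marks intermediate mesoderm, rose from 6.96 ± 0.12 in mesoderm cells to 8.93 ± 0.42 in intermediate mesoderm cells (SD, n = 3), a log2 fold change of 1.96 with an adjusted p of 0.00321. Wt1, a regulator of the metanephric mesenchyme and later of podocytes, rose by 1.13 to 7.91 ± 0.41 (adjusted p = 0.00914). Of the 15 intermediate mesoderm genes, 2 rose and none fell, or 7 and 0 when adjusted over the list alone (camera, adjusted p = 4.8e-05, and adjusted p = 0.15 with an estimated correlation). In the metanephric mesenchyme list, Meox1 rose by 1.92 and Itga8, the integrin that receives the matrix signal nephronectin, by 1.65. Of the 25 metanephric mesenchyme genes, 6 rose and none fell, or 6 and 0 when adjusted over the list alone (camera, adjusted p = 0.00018, and adjusted p = 0.29 with an estimated correlation). For the ureteric bud, the growth factor receptor gene Fgfr2 rose by 1.93 to 8.96 ± 0.08 (adjusted p = 0.00143), and Etv4, a target of Ret signalling, fell by 0.89. Of the 25 ureteric bud genes, 1 rose and 2 fell, or 1 and 2 when adjusted over the list alone, with a camera adjusted p of 0.026 upward and adjusted p = 0.36 with an estimated correlation. Kidney stroma genes rose as well, with Meis1 (2.03) and Pdgfra (1.69). Of the 14 kidney stroma genes, 7 rose and none fell, or 11 and 0 when adjusted over the list alone (camera, adjusted p = 1.4e-08, and adjusted p = 0.15 with an estimated correlation), and 5 of 15 markers of fibroblasts and feeder cells rose (camera, adjusted p = 0.0011, and adjusted p = 0.38 with an estimated correlation). Pdgfra is counted in both of these lists. Of the 17 podocyte genes, 4 rose and 1 fell, or 6 and 1 when adjusted over the list alone, the growth factor gene Vegfa rising by 1.39 (camera, adjusted p = 0.0011, and adjusted p = 0.15 with an estimated correlation). Among endothelial genes the peptide ligand gene Apln fell by 2.28 to 4.95 ± 0.44 (adjusted p = 6.83e-06). Of the 21 endothelial genes, none rose and 1 fell, or 0 and 3 when adjusted over the list alone, and camera put the list lower at an adjusted p of 0.015, or adjusted p = 0.65 with an estimated correlation. The calls of Wt1 (adjusted p = 0.111) and Pdgfra (adjusted p = 0.176) ended without intermediate mesoderm replicate 1 and with the batch 2 arrays alone (adjusted p = 0.0903 and 0.164), that of Pdgfra also without mesoderm replicate 2 or 3 (adjusted p = 0.0656 and 0.0523).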

Over-represented GOs enriched in intermediate mesoderm cells include metanephros development, epithelium development, ureteric bud development, and vasculature development (Fig. 3b). This supports the notion that our differentiation protocol yields nephron progenitors, ureteric bud cells, and endothelial progenitors.

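Among the genes the paper uses as markers of kidney lineages, several did not pass the test between mesoderm and intermediate mesoderm cells. Six2, the marker of nephron progenitors, was at 5.80 ± 0.29 in intermediate mesoderm cells and 6.07 ± 0.13 in mesoderm cells (SD, n = 3, log2 fold change -0.27, adjusted p = 0.751). Eya1, a transcriptional coactivator, was at 8.61 ± 0.61, a log2 fold change of 1.06 (adjusted p = 0.159). Pax2, which acts in both nephron and duct lineages, was at 4.77 ± 0.07 (adjusted p = 0.778), near the background of the arrays. Cited1 had a log2 fold change of 0.34 (adjusted p = 0.291), and Sall1 was at 9.25 ± 0.34 (adjusted p = 0.957). For the ureteric bud, Ret, the receptor for GDNF, was at 6.16 ± 0.74 (adjusted p = 0.989), Hoxb7 at 4.99 ± 0.08 (adjusted p = 0.991) and Gata3 at 7.73 ± 0.48 (adjusted p = 0.232). Cd34, an endothelial and blood progenitor marker, had a log2 fold change of -1.26 (adjusted p = 0.0579). From the enriched ontologies of this step, the paper proposes that the protocol yields nephron progenitors, ureteric bud cells and endothelial progenitors. By quantitative PCR, which was not analysed here, it also reports that Sall1, Ret and Cd34 increased over the stages.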

Finally, the differentiation of intermediate mesoderm cells to renal progenitors resulted in 2842 differentially expressed genes, of which 958 genes were significantly upregulated (FDR-corrected *p* value < 0.05) in progenitors compared to intermediate mesoderm cells. 

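Pluripotency genes fell in the step from intermediate mesoderm to renal progenitors. Lefty2 dropped by 4.95 on the log2 scale, from 10.36 ± 0.51 to 5.41 ± 0.45 (SD, n = 3, adjusted p = 2.05e-07), and Lin28a by 2.07. Nanog fell by 3.20 to 7.86 ± 2.40 (adjusted p = 0.000719), with the 3 progenitor arrays spread between 5.21 and 9.88, and Pou5f1 (Oct4) by 0.85 (adjusted p = 0.0176). Of the 26 pluripotency genes, none rose and 21 fell, or 1 and 23 when adjusted over the list alone (camera, adjusted p = 6.7e-09, and adjusted p = 0.36 with an estimated correlation). Genes of DNA replication and repair also fell, 37 of 40 with none higher (0 higher and 39 lower when adjusted over the list alone, camera adjusted p = 6.1e-28, and adjusted p = 0.077 with an estimated correlation). So did 19 of 20 cell division genes (0 higher and 19 lower when adjusted over the list alone, camera adjusted p = 1.6e-10, and adjusted p = 0.22 with an estimated correlation). Among the largest increases were those of Fabp4, a fatty acid carrier of adipocytes and endothelium, from 3.33 ± 0.70 to 8.74 ± 1.96, of Cp (4.44) and of the endothelial sialomucin gene Emcn, up by 4.38 to 9.37 ± 0.11 (adjusted p = 1.69e-09). Of the 7 adipocyte markers, 5 rose and none fell, or 7 and 0 when adjusted over the list alone (camera, adjusted p = 1.1e-05, and adjusted p = 0.21 with an estimated correlation). In limma 6365 genes passed the test, 2560 upregulated and 3805 downregulated in progenitors, and 8858 had an unadjusted p under 0.05. Because progenitor replicates spread more than other groups, 21.3% of the calls in simulated data with these spreads were unchanged genes. Far fewer genes changed in the simulation than were called here, and the share depends on their number, so it is no estimate for the real calls. A fit of these arrays alone gave 2255 genes with the batch term and 2841 without it, with Nanog at adjusted p = 0.0873 and 0.0804. The call of Pou5f1 ended in these fits (adjusted p = 0.0734 and 0.0804) and without intermediate mesoderm replicate 3 (adjusted p = 0.107), progenitor replicate 2 (adjusted p = 0.0698) or progenitor replicate 3 (adjusted p = 0.0675).

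**Figure D1:**
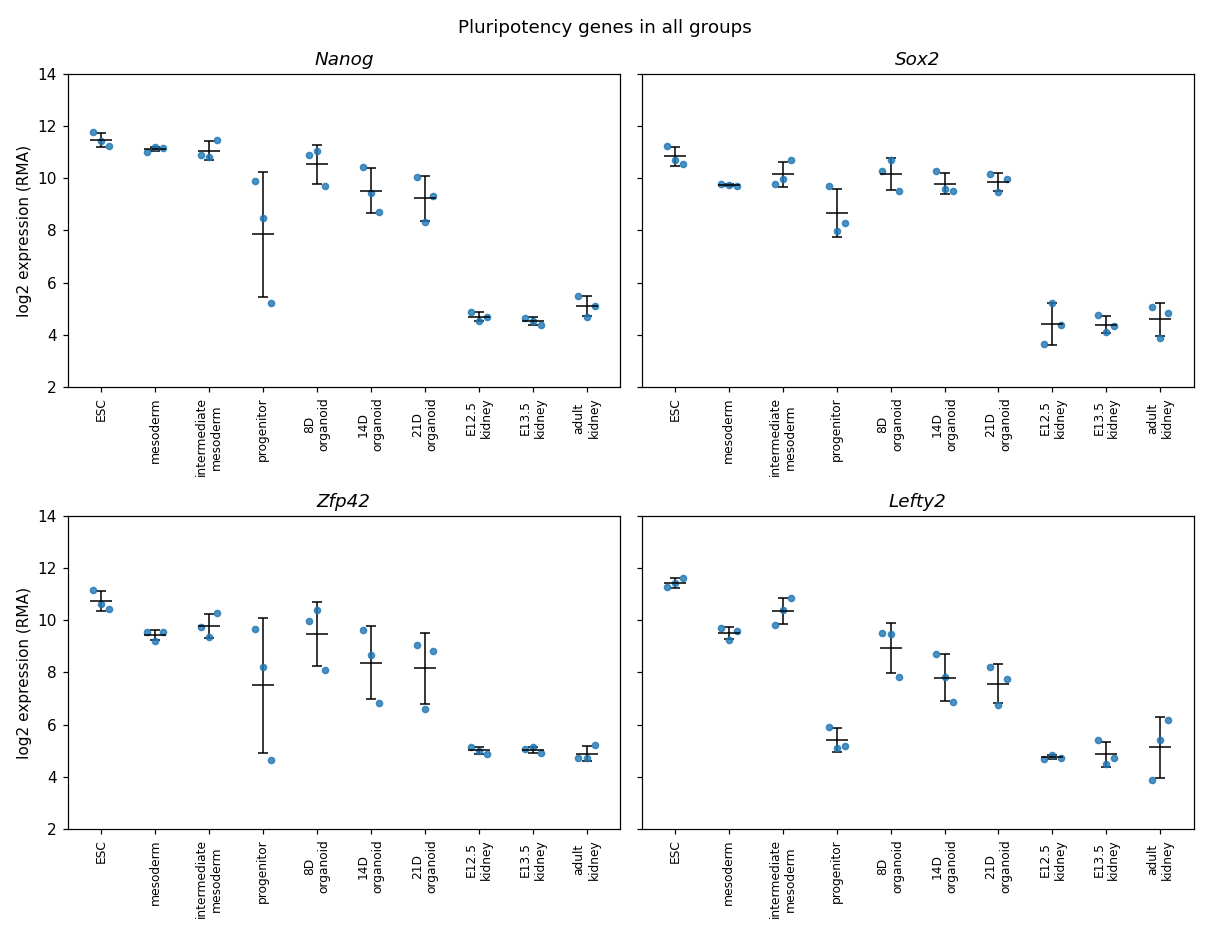
Log2 expression (RMA) of Nanog, Sox2, Zfp42 and Lefty2 on each array, by group. Points are arrays, the horizontal mark is the group mean and the bars are the SD (n = 3). In progenitors Nanog lies between 5.21 and 9.88, while it averages 4.70 in E12.5 and 4.52 in E13.5 kidneys.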

The over-represented GOs enriched in progenitors include kidney development, regulation of cell adhesion, and regulation of cell–matrix adhesion (Fig. 3c). 

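Collagen and other matrix genes rose in progenitors. Col6a1, a collagen of the connective tissue matrix, went from 6.90 ± 0.13 in intermediate mesoderm cells to 10.64 ± 0.49 in progenitors (SD, n = 3), and the matrix genes Lum and Postn rose by 4.26 and 3.55. Of the 36 extracellular matrix genes, 24 rose and 3 fell, or 26 and 4 when adjusted over the list alone (camera, adjusted p = 2.1e-11, and adjusted p = 0.21 with an estimated correlation). Among adhesion molecules, Vcam1 rose by 3.65 to 10.45 ± 0.94, the mesenchymal cadherin gene Cdh11 by 2.24 and the hyaluronan receptor gene Cd44 by 2.06. The epithelial cadherin gene Cdh1 fell by 2.66 to 8.39 ± 1.51, and the integrin gene Itga3 fell by 2.20. Of the 27 cell and cell-matrix adhesion genes, 8 rose and 5 fell, or 8 and 6 when adjusted over the list alone, and the list as a whole did not pass camera (adjusted p = 0.34). Among the 15 markers of fibroblasts and feeder cells, some of which are in the matrix list too, 11 rose and none fell (12 higher and 0 lower when adjusted over the list alone, camera adjusted p = 1.7e-08, and adjusted p = 0.17 with an estimated correlation). Of the 29 stress, hormone and cytokine response genes, 14 rose and 1 fell, or 16 and 2 when adjusted over the list alone (camera, adjusted p = 8.9e-07, and adjusted p = 0.11 with an estimated correlation). Of the 21 endothelial genes, 5 rose and 3 fell, or 5 and 3 when adjusted over the list alone, with a mean log2 fold change of 0.11, a median of -0.26 and a camera adjusted p of 0.89. In a fit of the compared arrays alone with the batch term, the call of Cdh1 ended (adjusted p = 0.057).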

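Kidney genes went both ways between intermediate mesoderm cells and progenitors. Osr1 rose by a further 1.56 on the log2 scale to 10.49 ± 0.64 in progenitors (SD, n = 3, adjusted p = 0.00482). Eya1 rose by 1.36 to 9.97 ± 0.91 (adjusted p = 0.0224), Ret by 1.40 to 7.56 ± 1.12 (adjusted p = 0.00592) and Hoxb7 by 1.14 to 6.13 ± 1.33 (adjusted p = 0.0263). Wt1 fell by 1.10 (adjusted p = 0.0028), Sall1 by 0.92 (adjusted p = 0.00507), Six4 by 1.80 and the epithelial keratin gene Krt8 by 2.11. Pax2 had a log2 fold change of 0.69 (adjusted p = 0.172), Six2 of -0.55 to 5.25 ± 0.15 (adjusted p = 0.234) and Foxd1, the marker of stromal progenitors, of -0.80 (adjusted p = 0.062). Of the 15 intermediate mesoderm genes, 2 rose and 3 fell, or 2 and 4 when adjusted over the list alone (camera, adjusted p = 0.89). For the metanephric mesenchyme, 6 of 25 genes rose and 7 fell (6 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.7). Ureteric bud genes split into 5 that rose and 8 that fell of 25 (6 higher and 8 lower when adjusted over the list alone, camera adjusted p = 0.64). Among stromal genes, 3 of 14 kidney stroma genes rose with none lower (3 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.34). In this comparison 11 of 15 markers of fibroblasts and feeder cells rose as well (camera, adjusted p = 1.7e-08, and adjusted p = 0.17 with an estimated correlation). In a fit of the compared arrays alone with the batch term, the calls of Eya1 (adjusted p = 0.0997), Ret (adjusted p = 0.161), Hoxb7 (adjusted p = 0.282), Wt1 (adjusted p = 0.0836) and Sall1 (adjusted p = 0.144) ended. That of Osr1 held. Without progenitor replicate 3, those of Eya1 (adjusted p = 0.128), Ret (adjusted p = 0.0639) and Hoxb7 (adjusted p = 0.272) ended, and other alternatives ended those of Hoxb7 (adjusted p up to 0.358), Wt1 (up to 0.165), Eya1 (up to 0.124) and Sall1 (up to 0.123). The paper reasons from the continued enrichment of kidney developmental genes that the induction medium carried the differentiation of renal progenitors further. It also reports progenitors positive for Six2, Wt1 and Pax2 by immunostaining, which was not analysed here.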

The sustained enrichment of kidney developmental genes indicated that the progenitor induction media promoted the continued differentiation of renal progenitors.

Binary comparison of ESC-derived renal progenitors and E12.5/E13.5 embryonic kidney would reveal genes differentially expressed between the samples and indicate what genes are lacking in each sample with respect to the other. 

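Cp, Serpina3n, Osmr and Saa3 had the largest increases in progenitors over whole E12.5 and E13.5 kidneys among the genes named by rule, which is no test of the acute-phase response as a group. Cp, the copper carrier ceruloplasmin, was at 10.12 ± 0.77 on the log2 scale in progenitors (SD, n = 3) and 4.52 ± 0.32 in embryonic kidneys (SD, n = 6), a log2 fold change of 5.65. The protease inhibitor gene Serpina3n was higher by 5.58, the oncostatin M receptor gene Osmr by 4.85 and the serum amyloid gene Saa3 by 4.58. Pluripotency genes were higher too, with Sox2 at 8.66 ± 0.91 against 4.39 ± 0.55 and Nanog higher by 3.14 (adjusted p = 0.000134). Of the 26 pluripotency genes, 13 were higher in progenitors and 1 lower, or 15 and 1 when adjusted over the list alone (camera, adjusted p = 5e-06, and adjusted p = 0.35 with an estimated correlation). The mean of this list was 7.67 and 6.63 in progenitor replicates 1 and 2 but 5.43 in replicate 3, near the embryonic kidney arrays (5.10 to 5.35). Without progenitor replicate 1 the calls of Tdgf1 (adjusted p = 0.055), Fbxo15 (adjusted p = 0.0578) and Lin28a (adjusted p = 0.383) ended. In embryonic kidneys Cp, Serpina3n, Saa3, Sox2 and Nanog are not told from background, which limits the size of their fold changes. Markers of fat cells moved with them. Of the 7 adipocyte markers, 6 were higher and none lower, or 7 and 0 when adjusted over the list alone (camera, adjusted p = 0.00019, and adjusted p = 0.2 with an estimated correlation). The mean of this list was 7.32 and 7.93 in progenitor replicates 2 and 3 but 5.83 in replicate 1, near the embryonic kidney arrays (5.49 to 5.73). Beside the adipocyte markers, 7 of 15 neural markers were higher and 1 lower (7 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.013, and adjusted p = 0.49 with an estimated correlation). The mean of the neural list was 7.12 and 7.56 in progenitor replicates 1 and 3 but 5.80 in replicate 2, below the embryonic kidney arrays (5.89 to 6.26). In simulated data with the spreads of these groups, 35.7% of the calls were unchanged genes, since progenitor replicates spread more than kidney replicates. Far fewer genes changed in the simulation than were called here, and the share depends on their number, so it is no estimate for the real calls.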

Seven thousand and eight genes were differentially expressed between ESC-derived renal progenitors and embryonic kidneys. Of the 7808 genes, 3201 genes were significantly upregulated (FDR-corrected *p* value < 0.05) in ESC-derived progenitors compared to embryonic kidneys, and 4607 genes were significantly upregulated in embryonic kidneys compared to progenitors. 

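Blood and vessel genes were lower in progenitors than in embryonic kidneys. Hbb-y, the embryonic globin, was at 11.58 ± 0.17 in embryonic kidneys (SD, n = 6) and 4.05 ± 0.04 in progenitors (SD, n = 3), a log2 fold change of -7.56 (adjusted p = 5.36e-13). Hba-x was lower in progenitors by a log2 fold change of -5.79. The progenitor levels of both globin genes are not told from background, so the sizes of these fold changes are no exact values. Of the 15 blood and macrophage markers, none was higher in progenitors and 8 lower, or 0 and 8 when adjusted over the list alone (camera, adjusted p = 0.00054, and adjusted p = 0.25 with an estimated correlation). Of the 21 endothelial genes, none was higher and 17 lower, or 0 and 17 when adjusted over the list alone (camera, adjusted p = 2.5e-11, and adjusted p = 0.052 with an estimated correlation). Calb1 was at 5.73 ± 1.26 in progenitors and 10.34 ± 0.17 in embryonic kidneys, and Aldh1a2, which makes retinoic acid in the kidney stroma, had a log2 fold change of -4.73. Xist, which is made in female cells, had a log2 fold change of -5.14. In limma 8210 genes differed, 3410 upregulated in progenitors and 4800 in embryonic kidneys, and 10333 had an unadjusted p under 0.05. With a fold change of at least 2 as well, 2078 genes were left, 997 upregulated in progenitors and 1081 in embryonic kidneys.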

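Matrix genes were higher in progenitors than in embryonic kidneys, among them Lox, which cross-links collagen (2.47 on the log2 scale), Dcn (2.30) and Thbs1 (1.93). Of the 36 extracellular matrix genes, 23 were higher and 1 lower, or 26 and 1 when adjusted over the list alone (camera, adjusted p = 4.8e-09, and adjusted p = 0.2 with an estimated correlation). Stress genes were higher too. Cdkn1a (p21), an inhibitor of the cell cycle, was at 11.23 ± 0.37 in progenitors (SD, n = 3) and 8.15 ± 0.15 in embryonic kidneys (SD, n = 6), a log2 fold change of 3.10 (adjusted p = 6.23e-13). The heat shock gene Hspa1a was higher by 2.95, the immediate early gene Fos by 2.81 and the interleukin 1 receptor gene Il1r1 by 2.40. Of the 29 genes of the response to stress, hormones and cytokines, 23 were higher and 1 lower, or 23 and 2 when adjusted over the list alone, and camera gave an adjusted p of 9e-13, or adjusted p = 0.019 with an estimated correlation. Markers of fibroblasts and feeder cells were higher as well, 6 of 15 with none lower (7 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.0014, and adjusted p = 0.34 with an estimated correlation).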

Over-represented GOs enriched in ESC-derived progenitors include extracellular matrix organization, regulation of cell migration, and cellular response to stress, hormone, organic substance, and cytokine (Fig. 4a). On the other hand, GOs over-represented in embryonic kidneys include kidney development, nucleotide biosynthesis, and DNA replication, repair, and recombination (Fig. 4b). 

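Six2, the marker of nephron progenitors, was at 9.89 ± 0.35 in embryonic kidneys (SD, n = 6), a log2 fold change of -4.61 for progenitors (adjusted p = 3.13e-11). Pax2 was at 9.70 ± 0.08 in embryonic kidneys and had a log2 fold change of -4.24 in progenitors, as Wt1 had of -2.79. Of the 25 metanephric mesenchyme genes, 1 was higher in progenitors and 18 lower, or 1 and 18 when adjusted over the list alone, with Hoxd11 (-4.46) and Uncx (-4.20) among the lower (camera, adjusted p = 9.3e-12, and adjusted p = 0.038 with an estimated correlation). Of the 15 intermediate mesoderm genes, 1 was higher in progenitors and 12 were lower, or 1 and 12 when adjusted over the list alone, with Pax8 (-4.02) and Emx2 (-2.99) among the lower (camera, adjusted p = 3.6e-08, and adjusted p = 0.032 with an estimated correlation). For the ureteric bud, Hoxb7 had a log2 fold change of -1.71, Ret of -1.42 and Gata3 of -1.17. Of the 25 ureteric bud genes, 1 was higher in progenitors and 14 were lower, or 2 and 15 when adjusted over the list alone (camera, adjusted p = 3.7e-06, and adjusted p = 0.039 with an estimated correlation). Of the 20 renal vesicle and early nephron genes, none was higher and 10 lower, or 0 and 10 when adjusted over the list alone (camera, adjusted p = 0.00028, and adjusted p = 0.2 with an estimated correlation). Stromal genes were lower, 7 of 14 with none higher, Foxd1 by a log2 fold change of -3.65 (0 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.00038, and adjusted p = 0.29 with an estimated correlation). Osr1 did not pass the test, with a log2 fold change of -0.66 (adjusted p = 0.147). Enzymes of nucleotide synthesis were lower in progenitors, Rrm2 (-1.68) among them, 18 of 20 with none higher (0 higher and 19 lower when adjusted over the list alone, camera adjusted p = 1.7e-12, and adjusted p = 0.032 with an estimated correlation). Of the 40 DNA replication and repair genes, none was higher and 38 lower, or 0 and 39 when adjusted over the list alone, such as Exo1 (-2.04) and Cdc6 (-1.88) (camera, adjusted p = 3.2e-24, and adjusted p = 0.042 with an estimated correlation). Of the 39 Hox genes, 2 were higher and 23 lower, or 2 and 23 when adjusted over the list alone (camera, adjusted p = 1.2e-07, and adjusted p = 0.2 with an estimated correlation).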

Importantly, focusing on 190 metanephric mesenchyme-associated genes and 298 ureteric bud-associated genes, the gene expression profiles of renal progenitors were more similar to E12.5/13.5 mouse embryonic kidneys, then undifferentiated ESC, mesoderm cells, and intermediate mesoderm cells (Fig. 5).

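The genes of the paper's heatmap are not listed in its text, so 25 metanephric mesenchyme genes and 25 ureteric bud genes listed beforehand stand for them. Over the metanephric mesenchyme genes, the Pearson correlation with the mean of the embryonic kidneys was 0.4279 (SD 0.0331, n = 3) for progenitors, 0.3575 (SD 0.0234) for intermediate mesoderm cells, 0.281 (SD 0.0297) for mesoderm cells and 0.2968 (SD 0.0983) for ESCs. Progenitors were above each of the other groups in every array (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow, adjusted p = 0.15 over 9 comparisons). For the ureteric bud genes it was 0.5014 (SD 0.116) for progenitors, 0.3087 (SD 0.0666) for intermediate mesoderm cells, 0.2709 (SD 0.013) for mesoderm cells and 0.16 (SD 0.0316) for ESCs. The exact permutation p was 0.1 against ESCs and mesoderm cells and 0.2 against intermediate mesoderm cells. Measured as a distance over the metanephric mesenchyme genes, progenitors stood at 12.77 log2 units from embryonic kidneys and intermediate mesoderm cells at 12.24 (exact permutation p = 0.7), with mesoderm cells at 14.09 and ESCs at 15.54. Over the ureteric bud genes the distances were 9.124 for progenitors, 10.16 for intermediate mesoderm cells (exact permutation p = 0.4), 10.74 for mesoderm cells and 12.1 for ESCs. With Spearman's rho, the lead of progenitors over intermediate mesoderm cells on the metanephric mesenchyme genes was 0.00718. The paper concludes from its heatmap (Fig. 5) that the progenitors resemble embryonic kidneys in these genes.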

**Fig. 4:**
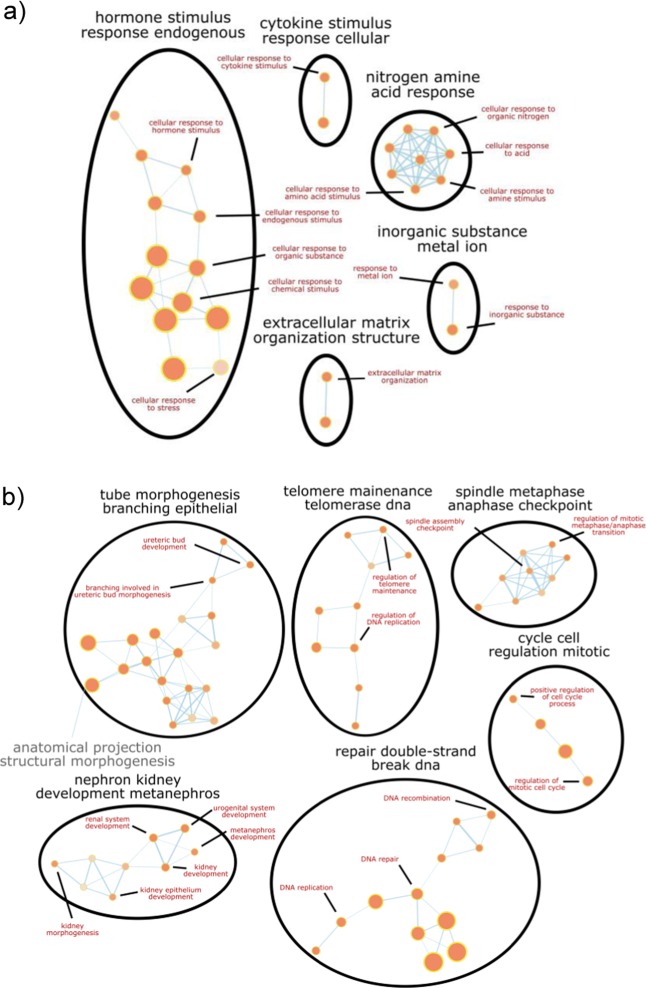
Network diagrams of selected gene ontology clusters enriched in ESC-derived renal progenitors compared to E12.5/13.5 mouse embryonic kidneys and vice versa. **a** Over-represented gene ontologies significantly enriched in progenitor cells compared to E12.5/13.5 embryonic kidneys include extracellular matrix organization and cellular response to stress, hormone, organic substance, and cytokine. **b** Over-represented gene ontologies significantly enriched in mouse embryonic kidneys compared to ESC-derived progenitors include kidney development, DNA replication, repair and recombination, and regulation of cell cycle. FDR-corrected *p* < 0.05.

**Fig. 5:**
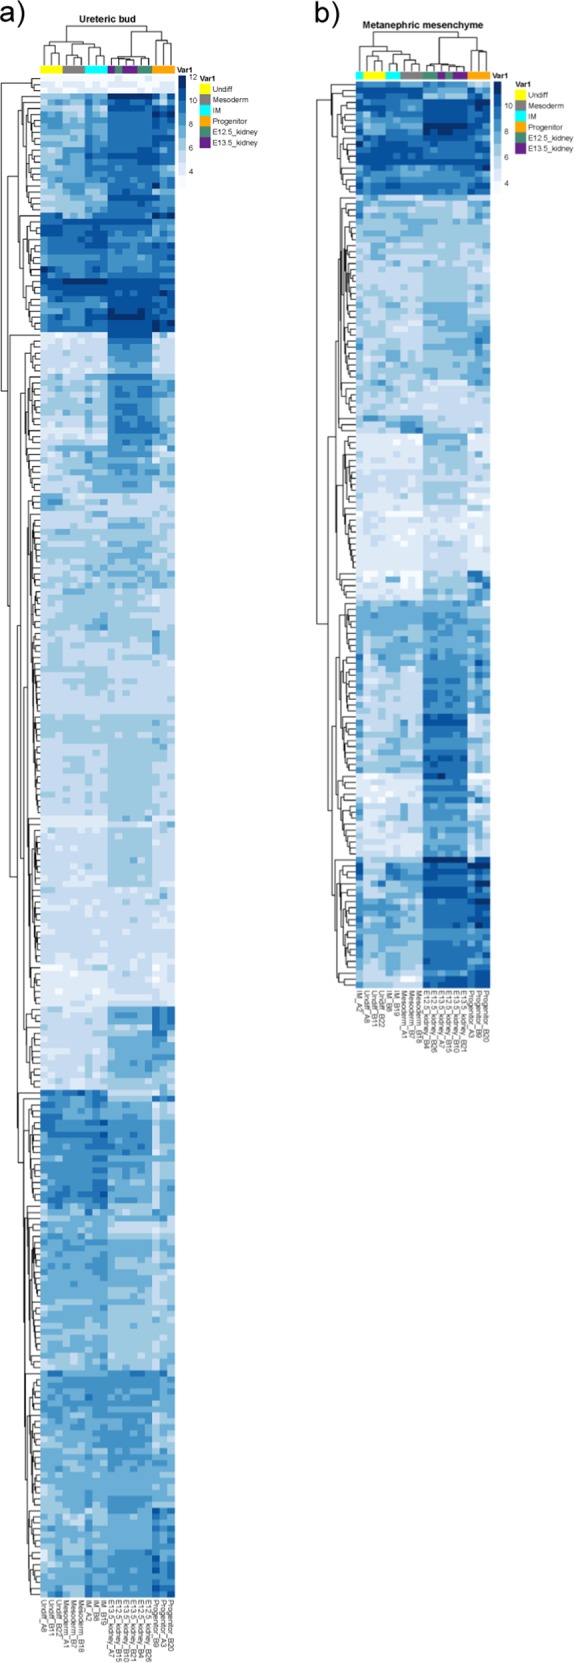
Heatmap depicting expression of metanephric mesenchyme- and ureteric bud-associated genes in undifferentiated mouse embryonic stem cells (ESCs), mesoderm cells, intermediate mesoderm cells, progenitors, and embryonic kidneys. The gene expression profiles of ESC-derived progenitors closely resemble E12.5/13.5 kidneys for **a** ureteric bud-associated genes and **b** metanephric mesenchyme-associated genes.

Altogether, our microarray data suggest that mouse ESCs are differentiated towards the renal lineage in our differentiation protocol, and that the expression of kidney developmental genes increase with each step of differentiation, resulting in enrichment in kidney-related genes and GOs.

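Stromal genes of the kidney rose over the whole protocol, as did markers of fibroblasts, which share Pdgfra with the stroma list, and markers of fat cells. Meis1, a transcription factor of the kidney stroma, was higher in progenitors than in ESCs by 3.28 on the log2 scale, and Pdgfra, a receptor of mesenchymal cells, by 2.86. Of the 14 kidney stroma genes, 9 rose and none fell, or 11 and 0 when adjusted over the list alone (camera, adjusted p = 1.5e-05, and adjusted p = 0.37 with an estimated correlation). Of the 15 markers of fibroblasts and feeder cells, 10 rose and 3 fell (11 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0012, and adjusted p = 0.51 with an estimated correlation), and 5 of 7 adipocyte markers rose (6 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00023, and adjusted p = 0.37 with an estimated correlation). Of the 25 metanephric mesenchyme genes, 9 rose and 2 fell, or 9 and 2 when adjusted over the list alone, led by Meox2 (3.60) and Itga8 (3.27) (camera, adjusted p = 0.034, and adjusted p = 0.53 with an estimated correlation). Of the 25 ureteric bud genes, 11 rose and 5 fell, or 11 and 5 when adjusted over the list alone, the list not passing camera (adjusted p = 0.19), with Sox9, a transcription factor of the bud tips, up by 2.86. Of the 39 Hox genes, 19 rose and 2 fell, or 21 and 2 when adjusted over the list alone (camera, adjusted p = 0.00012, and adjusted p = 0.51 with an estimated correlation). Osr1 was at 7.83 ± 0.32 in ESCs (SD, n = 3), above its level in mesoderm cells, and was higher in progenitors by 2.66 (adjusted p = 1.23e-05), as was Eya1 by 3.05 (adjusted p = 6.94e-06). Ret rose by 1.69 (adjusted p = 0.000776), a call that ended in a fit of the compared arrays alone with the batch term (adjusted p = 0.0588). Pax2 rose by 0.99 from 4.48 ± 0.33 (adjusted p = 0.0379), a call that ended with the batch 2 arrays alone (adjusted p = 0.126), the compared arrays alone with and without the batch term (adjusted p = 0.207 and 0.183), array weights (adjusted p = 0.301) and quantile normalization (adjusted p = 0.0643). It ended too without progenitor replicate 1 or 3 (adjusted p = 0.0903 and 0.321) and without ESC replicate 1 or 2 (adjusted p = 0.0625 and 0.159). Sall1 fell by 1.61 to 8.33 ± 0.68 (adjusted p = 9.23e-06), while Six2 changed by -0.71 (adjusted p = 0.0955) and Wt1 by 0.29 (adjusted p = 0.425). The mesenchymal genes Sparcl1, Ptn and Ogn had the largest increases, 5.81, 5.62 and 4.97. Pluripotency genes fell, 25 of 26 with none higher, Tdgf1 by 4.42 (0 higher and 25 lower when adjusted over the list alone, camera adjusted p = 1e-12, and adjusted p = 0.37 with an estimated correlation). The paper proposes from the microarray data that ESCs are differentiated towards the renal lineage, with kidney developmental genes increasing at each step.

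**Figure D2:**
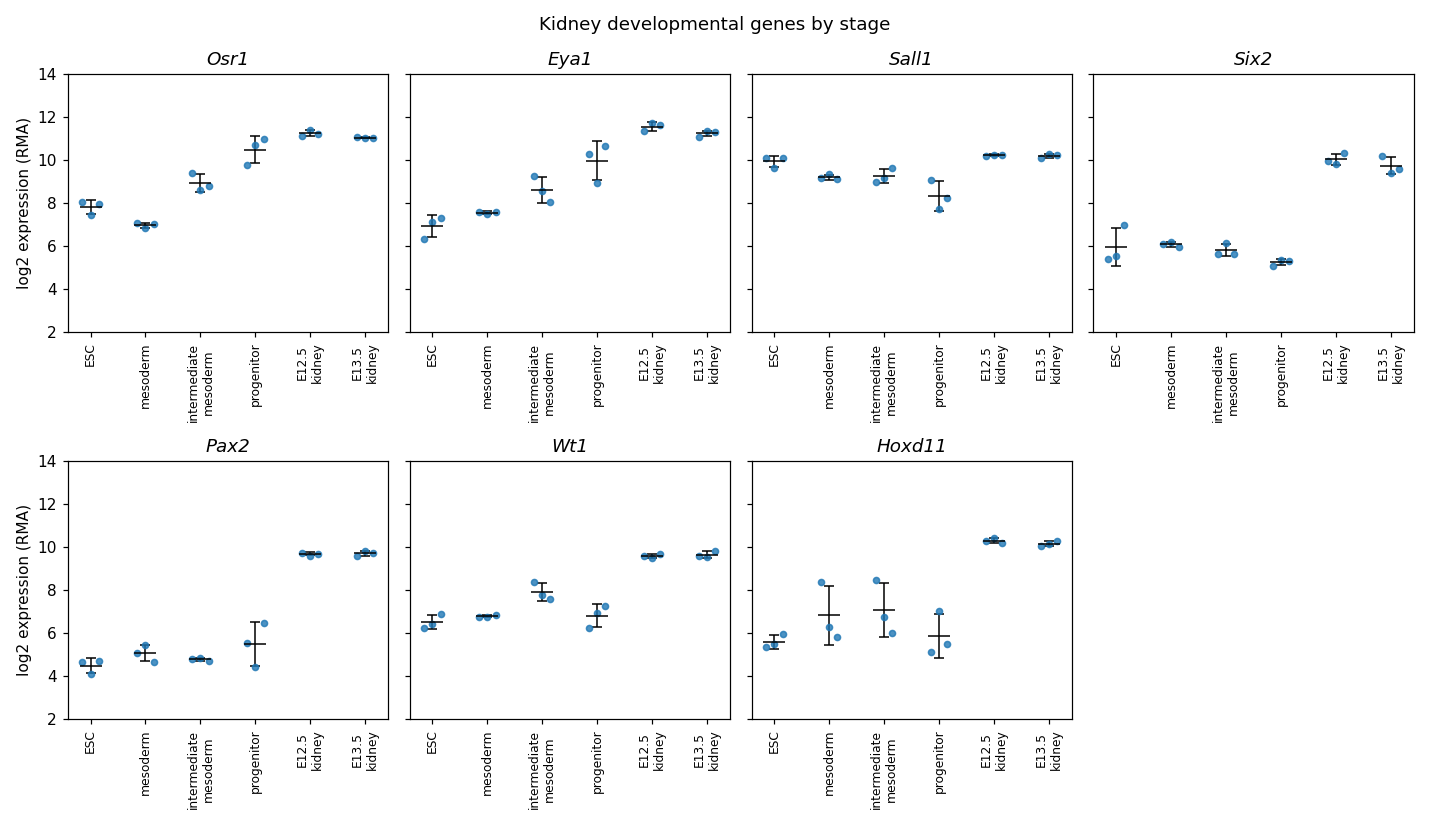
Log2 expression (RMA) of 7 kidney developmental genes on each array, by stage of differentiation and in E12.5 and E13.5 kidneys. Points are arrays, the horizontal mark is the group mean and the bars are the SD (n = 3). Osr1 averages 7.83 in ESCs and 10.49 in progenitors, while Six2 stays between 5.25 and 6.07 in all 4 cultured groups.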

### Renal progenitors give rise to kidney organoids when aggregated and cultured on an air–liquid interface

Mouse embryonic kidneys have the intrinsic ability to self-organize into renal structures when dissociated into single cells, aggregated, and cultured as a cell aggregate on an air–liquid interface. These structured cell aggregates are also referred to as organoids. We dissociated and cultured E13.5 mouse embryonic kidney cells on a porous filter and showed that they give rise to N-cadherin+ proximal tubules and cytokeratin 8+ ureteric bud-derived structures (Supplementary Fig. 5a). Similarly, when we dissociated our ESC-derived renal progenitors into single cells and cultured them on an air–liquid interface, they gave rise to the same structures as embryonic kidney cells (Supplementary Fig. 5b). No exogenous cells were added to the organoid culture so all the structures were derived from ESC-derived renal progenitors.

A closer look at cross-sections of our organoids revealed that the tubules, indicated by E-cadherin and cytokeratin (pan), were surrounded and supported by extracellular matrix proteins, collagen IV, laminin, and fibronectin (Fig. 6). Since no extracellular matrix proteins or scaffolds were used during the aggregation and culture of the organoids, all the observed extracellular matrix proteins were produced by the renal progenitors themselves. In addition, we found Pbx1+ stromal cells in the space between tubules, which is where they are found naturally (Supplementary Fig. 6). The expression of E-cadherin, cytokeratin, and aquaporin 2 suggests that we have tubules from both metanephric mesenchyme and ureteric bud origins (Supplementary Fig. 6). As a control, undifferentiated mouse ESCs were aggregated and cultured under the same conditions as kidney organoids to demonstrate that they do not give rise to the same tubule structures and extracellular matrix protein expression and organization as kidney organoids (Supplementary Fig. 7). Secondary antibody controls confirmed that our secondary antibodies did not bind non-specifically to cells (Supplementary Fig. 8).

**Fig. 6:**
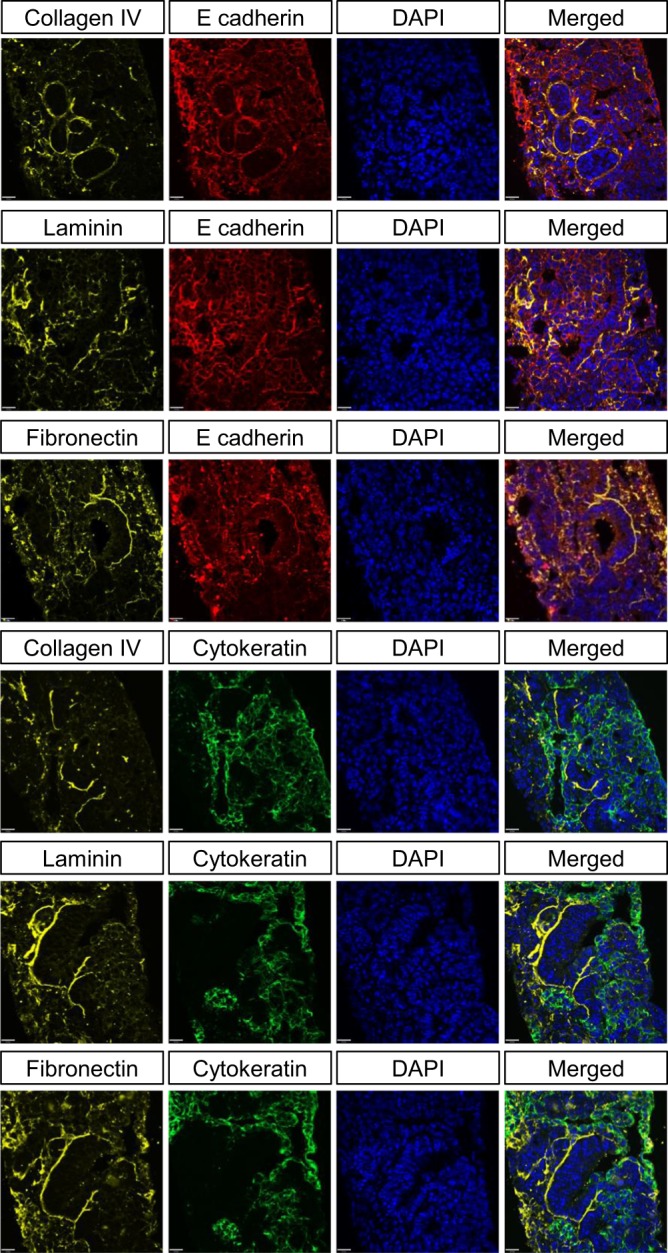
Expression of extracellular matrix proteins in kidney organoids containing E-cadherin+ and cytokeratin (pan)+ tubules. Immunohistochemistry of cross-sections of kidney organoids reveals that E-cadherin+ and cytokeratin (pan)+ tubules are surrounded by and supported by collagen IV, laminin, and fibronectin. Scale bar = 20 µm.

Next, we performed whole-mount staining on kidney organoids and cell aggregates made from mouse embryonic kidney, ESC-derived renal progenitors, and undifferentiated ESCs (Fig. 7). Kidney organoids made from ESC-derived renal progenitors gave rise to lotus tetragonolobus lectin (LTL)+/E-cadherin+ mature proximal tubules, but had few Wt1+ podocytes. On the other hand, kidney organoids made from E13.5 embryonic kidney cells had LTL+/E-cadherin immature proximal tubules, but many Wt1+ podocytes. This suggests that the organoids made from ESC-derived renal progenitors had more developed proximal tubules, but lacked podocytes compared to the organoids made from embryonic kidney cells. Our organoids are composed primarily of tubules because we added a Wnt agonist (CHIR99021) and Bmp7 to the organoid culture. Wnt and Bmp signaling play roles in patterning the kidney and determining the glomerulus-to-tubule ratio^25^. Similar to our results, work by Low et al.^26^ and Garreta et al.^16^ also showed that the addition of CHIR99021 results in a high tubule-to-glomerulus ratio. Lastly, as a control, cell aggregates from undifferentiated ESCs were made and they did not give rise to LTL+ tubules and Wt1+ podocytes, and the E-cadherin+ cells did not form any organized tubular structures. This shows that LTL+/E-cadherin+ proximal tubule cells do not spontaneously form in ESCs aggregates. Having a kidney organoid composed primarily of tubules is beneficial for studying tubule-specific development, disease, and toxicity.

**Fig. 7:**
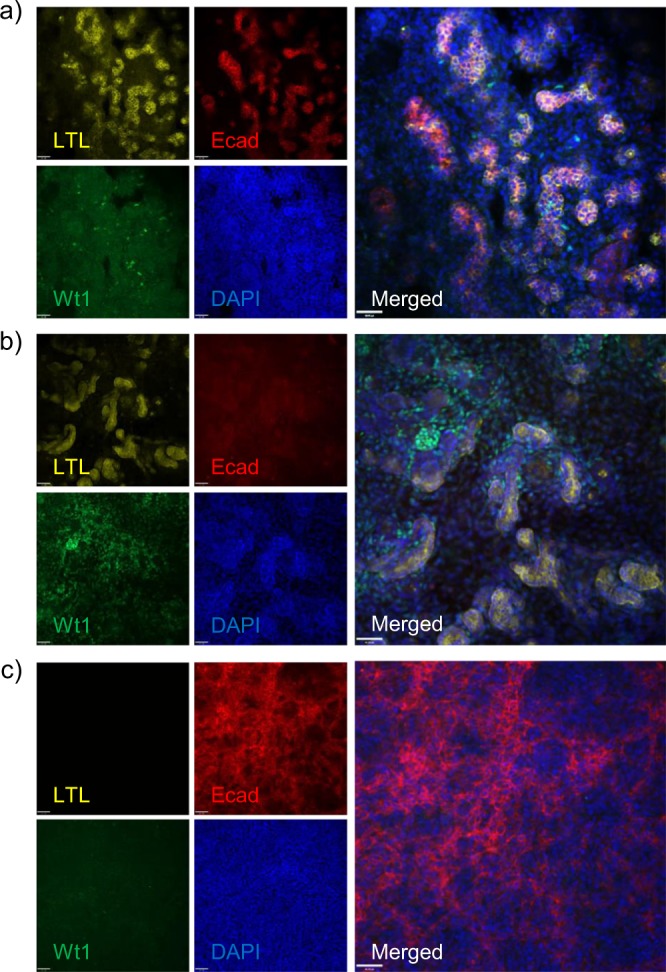
Expression of LTL, E-cadherin, and Wt1 in kidney organoids and cell aggregates. **a** Whole-mount staining of kidney organoid derived from embryonic stem cell (ESC)-derived renal progenitors shows the presence of LTL+/E-cadherin+ mature proximal tubules. **b** Embryonic kidney-derived organoids contain only LTL+ immature tubules. **c** Cell aggregates derived from ESCs do not contain LTL+ tubules. LTL lotus tetragonolobus lectin. Scale bar = 40 µm.

### Gene expression analysis on kidney organoids cultured for up to 3 weeks in vitro

We cultured the organoids in vitro for 8 days (8D), 14 days (14D), or 21 days (21D) and used microarray to assess for changes in gene expression. 

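Kidney organoids made from the ESC-derived progenitors were profiled after 8, 14 and 21 days of culture on the same kind of array, with 3 arrays per age, beside 3 arrays of adult mouse kidney, 3 of E12.5 kidney, 3 of E13.5 kidney and 3 of undifferentiated ESCs. All organoid and adult kidney arrays belong to batch 2, so the organoid ages can be compared within a batch. Of the kidney and ESC arrays beside them, only ESC replicate 1 and E13.5 replicate 1 come from batch 1. Progenitors and intermediate mesoderm cells, which are set against 8D organoids further below, have replicate 1 in batch 1 too. Replicates of a group differed by a median SD per gene of 0.196 in 8D organoids, 0.179 in 14D organoids, 0.191 in 21D organoids and 0.219 in adult kidneys. The number of genes with an SD over 1 was 218, 140, 228 and 106 in the same order. The log2 values, the limma fit with its batch term, the gene lists and the adjustments are those used for the stages of differentiation. With an estimated correlation, 8 of the 32 lists kept a camera adjusted p under 0.05 for 8D and for 14D organoids against adult kidneys and 7 for 21D organoids, while 0 did against ESCs or between successive ages.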

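The main axis of expression set adult kidney apart from the organoids and embryonic kidneys. It held 59.09% of the variance over 18 arrays and 23986 genes, and its 8 largest loadings at the adult end included Cyp2j5, Ugt3a2, Keg1, Slco1a1 and Kap, genes of metabolism and transport in the adult tubule. Those at the other end included the matrix gene Postn and the imprinted growth gene Mest. Scores on this axis were 149.7 (SD 1.7, n = 3) for adult kidneys, -29.36 (SD 5.04) for 8D organoids, -36.14 (SD 2.75) for 14D organoids and -29.03 (SD 2.21) for 21D organoids. E12.5 kidneys averaged -30.24 and E13.5 kidneys -24.91. With the mean of the embryonic kidneys set to 0 and that of adult kidneys to 1, the organoids stood at -0.0222 (SD 0.0262).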

PCA show that PC1 (59.1% variance) separates adult kidney from embryonic kidney, 8D organoid, 14D organoid, and 21D organoid. 

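The next axis held 17.75% of the variance. Its 8 largest loadings at the embryonic kidney end included Hbb-y, Calb1, Xist and Hsd3b6, a steroid dehydrogenase gene, and those at the organoid end Sox2, Tdgf1 and Nanog, genes of pluripotent cells, and Zic1, a transcription factor of neural tissue. E12.5 kidneys scored 49.44 (SD 0.87, n = 3) and E13.5 kidneys 48.04 (SD 1.4). Organoids scored -23.77 (SD 9.58) at 8D, -29.94 (SD 8.32) at 14D and -41.83 (SD 6.38) at 21D, while adult kidneys lay near 0 at -1.93 (SD 1.39).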

PC2 (17.7% variance) separates embryonic kidney from 8D organoid, 14D organoid, 21D organoid, and adult kidney (Supplementary Fig. 4b). This indicates that the organoids are more similar to mouse embryonic kidneys than adult kidneys, but has commonality with the adult kidney for some of the expressed genes.

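Every organoid array, 9 of 9, correlated more with the mean of the 6 embryonic kidney arrays than with the mean of the 3 adult kidney arrays. For 8D organoids the Pearson correlation across all genes was 0.9585 (SD 0.00825, n = 3) with embryonic and 0.8262 with adult kidneys. It was 0.9631 (SD 0.00568) and 0.8241 for 14D organoids, and 0.9508 (SD 0.00491) and 0.8253 for 21D organoids. Within an array the difference between both correlations averaged 0.132 (SD 0.0093), 0.139 (SD 0.00388) and 0.126 (SD 0.00194) at 8, 14 and 21 days. Distances pointed the same way, with 93.74, 89.22 and 102.2 log2 units to embryonic kidneys against 189.4, 192.3 and 189.6 to adult kidneys. From its principal components (Supplementary Fig. 4b) the paper concludes that the organoids resemble embryonic kidneys more than adult kidneys and share some expressed genes with the adult kidney.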

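Among the 8 largest increases of genes named by rule in 8D organoids over undifferentiated ESCs were those of Fabp7, Zic1, Emcn and Cdh5. Fabp7, a lipid carrier of neural progenitors, was at 9.69 ± 1.18 on the log2 scale in 8D organoids (SD, n = 3), a log2 fold change of 4.75 (adjusted p = 0.000136). Sparcl1 rose by 4.68, the growth factor gene Ptn by 4.22 and the neural transcription factor gene Zic1 by 3.46. The endothelial genes Emcn and Cdh5 (VE-cadherin) rose by 4.05 to 7.91 ± 0.72 and by 3.66 to 9.84 ± 0.33. Markers of neural cells and of fat cells moved with these genes, 3 of 15 neural markers rising with none lower (6 higher and 0 lower when adjusted over the list alone, camera adjusted p = 8e-04, and adjusted p = 0.47 with an estimated correlation). Of the 7 adipocyte markers 3 rose (4 higher and 0 lower when adjusted over the list alone, camera adjusted p = 1e-04, and adjusted p = 0.28 with an estimated correlation). In limma 1899 of 23986 genes passed the test, and 5050 had an unadjusted p under 0.05. A fit of these 6 arrays alone gave 194 genes with the batch term and 369 without it. The count was 1218 with the batch 2 arrays alone, 782 without 8D organoid replicate 3, 1155 without ESC replicate 1 and 772 without ESC replicate 2.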

Binary comparison of undifferentiated mouse ESCs to 8D organoids revealed that there were 369 differentially expressed genes (FDR-corrected *p* value < 0.05). 

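Among the 8 largest decreases of genes named by rule from ESCs to 8D organoids, Lilrb4a fell by 4.60 on the log2 scale, the protease gene Mmp3 by 3.81, the chemokine gene Ccl2 by 3.73, the lysozyme gene Lyz2 by 3.59 and the prostaglandin synthase gene Ptgs2 by 3.33. Of the 29 stress, hormone and cytokine response genes, 1 rose and 5 fell, or 1 and 13 when adjusted over the list alone (camera, adjusted p = 1e-04, and adjusted p = 0.24 with an estimated correlation). Of the 15 blood and macrophage markers, 2 rose and 3 fell, or 2 and 4 when adjusted over the list alone (camera, adjusted p = 0.025, and adjusted p = 0.5 with an estimated correlation). Lefty2 fell by 2.44 to 8.94 ± 0.96 (SD, n = 3, adjusted p = 0.00442), and its relative Lefty1 by 1.73. Of the 26 pluripotency genes, none rose and 6 fell, or 0 and 9 when adjusted over the list alone (camera, adjusted p = 4.8e-07, and adjusted p = 0.39 with an estimated correlation). Esrrb had a log2 fold change of -1.18 (adjusted p = 0.054), Pou5f1 (Oct4) of -0.34 (adjusted p = 0.537) and Lin28a of -0.21 (adjusted p = 0.789). In all, 861 genes were upregulated in 8D organoids, 448 of them at least 2-fold, and 1038 were downregulated, 304 of them at least 2-fold. In a fit of the compared arrays alone with the batch term, the call of Lefty2 ended (adjusted p = 0.0685).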

Of the 369 genes, 195 genes were significantly upregulated in 8D organoids. 

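Stromal genes of the kidney rose in 8D organoids, Meis2 by 2.39 on the log2 scale. Of the 14 kidney stroma genes, 9 rose and none fell, or 10 and 0 when adjusted over the list alone (camera, adjusted p = 7.9e-10, and adjusted p = 0.24 with an estimated correlation). Beside them 7 of 15 markers of fibroblasts and feeder cells rose and 2 fell (7 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0086, and adjusted p = 0.47 with an estimated correlation). The mean of that list in 8D organoid replicate 1 (7.63) lay below ESC replicates 2 and 3 (7.85 and 8.04). Eya1 rose by 1.81 to 8.71 ± 1.06 (SD, n = 3, adjusted p = 0.0129), and Cdh6, a cadherin of the early proximal nephron, by 1.69 (adjusted p = 0.0181). Six2 was at 6.00 ± 0.28 (log2 fold change -0.01, adjusted p = 0.995), Pax2 changed by 0.71 (adjusted p = 0.284) and Wt1 by 0.51 (adjusted p = 0.289). Of the 15 intermediate mesoderm genes, 3 rose and none fell, or 5 and 0 when adjusted over the list alone (camera, adjusted p = 0.00084, and adjusted p = 0.24 with an estimated correlation). Of the 25 metanephric mesenchyme genes, 3 rose and none fell, or 5 and 0 when adjusted over the list alone (camera, adjusted p = 2.6e-06, and adjusted p = 0.24 with an estimated correlation). In the ureteric bud list, Fgfr2 rose by 1.87 and 4 of 25 genes rose with 1 lower (7 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0086, and adjusted p = 0.29 with an estimated correlation). Early nephron genes rose, 6 of 20 with none lower (8 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1e-04, and adjusted p = 0.25 with an estimated correlation). The early nephron mean in ESC replicate 3 (6.95) was above 8D organoid replicate 1 (6.90), as was that of the intermediate mesoderm list (7.01 and 6.94). The vessel receptor gene Kdr rose by 2.73 and the endothelial transcription factor gene Erg by 1.99. Of the 21 endothelial genes, 7 rose and none fell, or 14 and 0 when adjusted over the list alone (camera, adjusted p = 7.9e-10, and adjusted p = 0.24 with an estimated correlation). Collagen gene Col3a1 rose by 3.30 and Thbs1 fell by 3.09. Of the 36 extracellular matrix genes, 16 rose and 2 fell, or 18 and 4 when adjusted over the list alone (camera, adjusted p = 2.2e-07, and adjusted p = 0.35 with an estimated correlation). In 8D organoid replicate 1 the mean of the matrix list (8.28) was below ESC replicate 3 (8.40). Of the 39 Hox genes, 8 rose and 1 fell, or 18 and 2 when adjusted over the list alone (camera, adjusted p = 7.9e-10, and adjusted p = 0.24 with an estimated correlation). In a fit of the compared arrays alone with the batch term, the calls of Eya1 (adjusted p = 0.255), Cdh6 (adjusted p = 0.216), Kdr (adjusted p = 0.262), Erg (adjusted p = 0.211), Meis2 (adjusted p = 0.057) and Col3a1 (adjusted p = 0.0597) ended. Those of Eya1 and Cdh6 also ended without 8D organoid replicate 3 (adjusted p = 0.115 and 0.0896). From the ontologies enriched in 8D organoids the paper concludes that the ESCs differentiated to kidney cells.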

GOs enriched in 8D organoids include renal system development, extracellular matrix organization, and blood vessel development, indicating that the ESCs differentiated to kidney cells (Fig. 8a). 

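Neural genes were among those that rose the most in the older organoids against undifferentiated ESCs. Fabp7 reached 11.28 ± 0.50 in 14D and 11.46 ± 0.22 in 21D organoids (SD, n = 3), log2 fold changes of 6.34 and 6.52, and Dcx (doublecortin), a marker of young neurons, rose by 4.68 and 5.20. In 21D organoids the liver and yolk sac genes Alb (albumin) and Afp (alpha-fetoprotein) rose by 6.52 and 5.42, and Cym, a stomach protease gene, by 6.18. Lefty2 fell by 3.58 in 14D and by 3.82 in 21D organoids, and in 21D organoids Esrrb fell by 2.23 and Lin28a by 1.87. In limma 6144 genes differed between 14D organoids and ESCs (2957 upregulated in organoids, 3187 downregulated), and 7449 between 21D organoids and ESCs (3372 and 4077). At an unadjusted p under 0.05 there were 8378 and 9350. Fits of the compared arrays alone with the batch term gave 3797 and 4398.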

Between 14D organoids and mouse ESC, and 21D organoids and mouse ESC, there were 5017 and 5806 differentially expressed genes (FDR-corrected *p* value < 0.05), respectively. 

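Kidney genes rose in 14D and 21D organoids. Eya1 was higher than in ESCs by 2.34 at 14D and 2.31 at 21D on the log2 scale, Pax2 by 1.66 and 1.47, and Gata3, a regulator of the ureteric bud, by 1.21 and 1.07. Of the 14 kidney stroma genes, 12 rose at 14D (12 higher and 0 lower when adjusted over the list alone, camera adjusted p = 3.2e-11, and adjusted p = 0.21 with an estimated correlation) and 12 at 21D (12 higher and 1 lower when adjusted over the list alone, camera adjusted p = 2.3e-08, and adjusted p = 0.23 with an estimated correlation), with none lower. Metanephric mesenchyme genes rose in 13 and fell in 2 cases of 25 at 14D (17 higher and 2 lower when adjusted over the list alone, camera adjusted p = 7.9e-06, and adjusted p = 0.21 with an estimated correlation). At 21D they rose in 8 and fell in 2 cases (9 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.01, and adjusted p = 0.45 with an estimated correlation). Among early nephron genes, 13 and 12 of 20 rose at 14D (13 higher and 1 lower when adjusted over the list alone, camera adjusted p = 1.1e-06, and adjusted p = 0.21 with an estimated correlation) and 21D (14 higher and 1 lower when adjusted over the list alone, camera adjusted p = 5.3e-05, and adjusted p = 0.3 with an estimated correlation). Matrix genes rose in 23 of 36 cases at 14D (23 higher and 3 lower when adjusted over the list alone, camera adjusted p = 2.8e-09, and adjusted p = 0.24 with an estimated correlation). At 21D 23 rose (23 higher and 3 lower when adjusted over the list alone, camera adjusted p = 2.3e-08, and adjusted p = 0.34 with an estimated correlation). Among markers of fibroblasts and feeder cells, some of which are in the stroma and matrix lists too, 10 of 15 rose and 2 fell at 14D (11 higher and 2 lower when adjusted over the list alone, camera adjusted p = 3.6e-05, and adjusted p = 0.24 with an estimated correlation). At 21D 10 of them rose and 2 fell (10 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.00035, and adjusted p = 0.34 with an estimated correlation). At 14D, 10 of 21 endothelial genes rose and 2 fell (12 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0015, and adjusted p = 0.39 with an estimated correlation). Of these genes, 6 rose at 21D and 3 fell (8 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.064, and adjusted p = 0.64 with an estimated correlation). Markers of neural cells rose beside the kidney genes, 12 of 15 at 14D (13 higher and 0 lower when adjusted over the list alone, camera adjusted p = 1e-10, and adjusted p = 0.21 with an estimated correlation) and 13 at 21D (14 higher and 0 lower when adjusted over the list alone, camera adjusted p = 3.6e-11, and adjusted p = 0.21 with an estimated correlation). Skeletal muscle markers rose at 21D, 7 of 13 (8 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00077, and adjusted p = 0.45 with an estimated correlation). This rise rests on replicates 2 and 3, where the mean of the list was 8.25 and 6.82, while it was 5.72 in replicate 1 and up to 5.83 in ESCs. Genes of DNA replication and repair fell, 34 of 40 at 14D (0 higher and 36 lower when adjusted over the list alone, camera adjusted p = 8.3e-14, and adjusted p = 0.21 with an estimated correlation). At 21D 39 fell (0 higher and 40 lower when adjusted over the list alone, camera adjusted p = 3.4e-22, and adjusted p = 0.17 with an estimated correlation). The call of Gata3 at 21D ended in a fit of the compared arrays alone with the batch term (adjusted p = 0.0577).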

14D and 21D organoids had similar over-represented GO enrichments as 8D organoids (data not shown). There were no significant differentially expressed genes between 8D and 14D organoids, and 14D and 21D organoids, suggesting that the organoids did not mature further in vitro with extended culture. This is not surprising considering that the only proven method to mature kidney organoids is to transplant them into mice for extended in vivo culture.

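Neural genes rose from 8D to 14D organoids. Dcx went from 6.15 ± 1.08 to 9.09 ± 0.63 on the log2 scale (SD, n = 3), a log2 fold change of 2.94 (adjusted p = 0.00116). The neuronal gene Cdr1 went from 4.75 ± 0.52 to 8.15 ± 0.44, the neuronal membrane gene Gpm6a rose by 2.97, and Slc17a6, a glutamate transporter of neurons, by 2.36. Of the 15 neural markers, 7 rose and none fell, or 12 and 0 when adjusted over the list alone (camera, adjusted p = 9e-15, and adjusted p = 0.23 with an estimated correlation). Lin28a fell by 1.22 to 7.27 ± 0.27 (adjusted p = 0.0357), and Phlda2, an imprinted gene of the placenta, by 2.15. Of the 40 DNA replication and repair genes, none rose and 3 fell, or 0 and 35 when adjusted over the list alone (camera, adjusted p = 6.5e-20, and adjusted p = 0.23 with an estimated correlation). Of the 20 early nephron genes, 4 rose and none fell, or 6 and 0 when adjusted over the list alone (camera, adjusted p = 7.9e-05, and adjusted p = 0.33 with an estimated correlation). These 4 were Osr2 (1.67), Hes5 (1.35), Pou3f3 (1.35) and Dll1 (1.00), and which cells of the organoids expressed them was not tested. Their calls in limma ended without 8D organoid replicate 1 (adjusted p = 0.213, 0.158, 0.246 and 0.134 in the same order). No kidney stroma gene passed over all genes and 7 of 14 rose when adjusted over the list alone (camera, adjusted p = 1.1e-06, and adjusted p = 0.33 with an estimated correlation). In limma 496 genes differed between 8D and 14D organoids, 390 upregulated and 106 downregulated at 14D, and 4037 had an unadjusted p under 0.05. Between 14D and 21D organoids 25 genes differed, 24 upregulated at 21D, and 1618 had an unadjusted p under 0.05. They included Trf (transferrin), up from 6.46 ± 0.78 to 8.95 ± 0.36 (adjusted p = 0.00251), the airway and nasal gland gene Bpifb1, up by 3.75, and the proteoglycan gene Nepn, which fell by 1.44 (adjusted p = 0.0162). None of the 40 genes of DNA replication and repair passed on its own, but the list was lower at 21D, with a median log2 fold change of -0.35 (0 higher and 0 lower when adjusted over the list alone, camera adjusted p = 2.5e-21, and adjusted p = 0.19 with an estimated correlation). Fits in limma of the compared arrays alone, with fewer residual degrees of freedom, called 0 genes in both comparisons, with Dcx at adjusted p = 0.11, Lin28a at adjusted p = 0.0917 and Trf at adjusted p = 0.584, and the call of Lin28a also ended without single arrays (adjusted p up to 0.217). Between 8D and 14D organoids the count was 53 without 8D organoid replicate 1, 294 and 150 without 14D organoid replicates 2 and 3. Between 14D and 21D organoids it was 4 and 5 without 14D organoid replicates 2 and 3, 133 without 21D organoid replicate 1 and 16 without 21D organoid replicate 2. The paper proposes, from the absence of significant genes between the ages, that organoids did not mature further in vitro with extended culture.

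**Figure D3:**
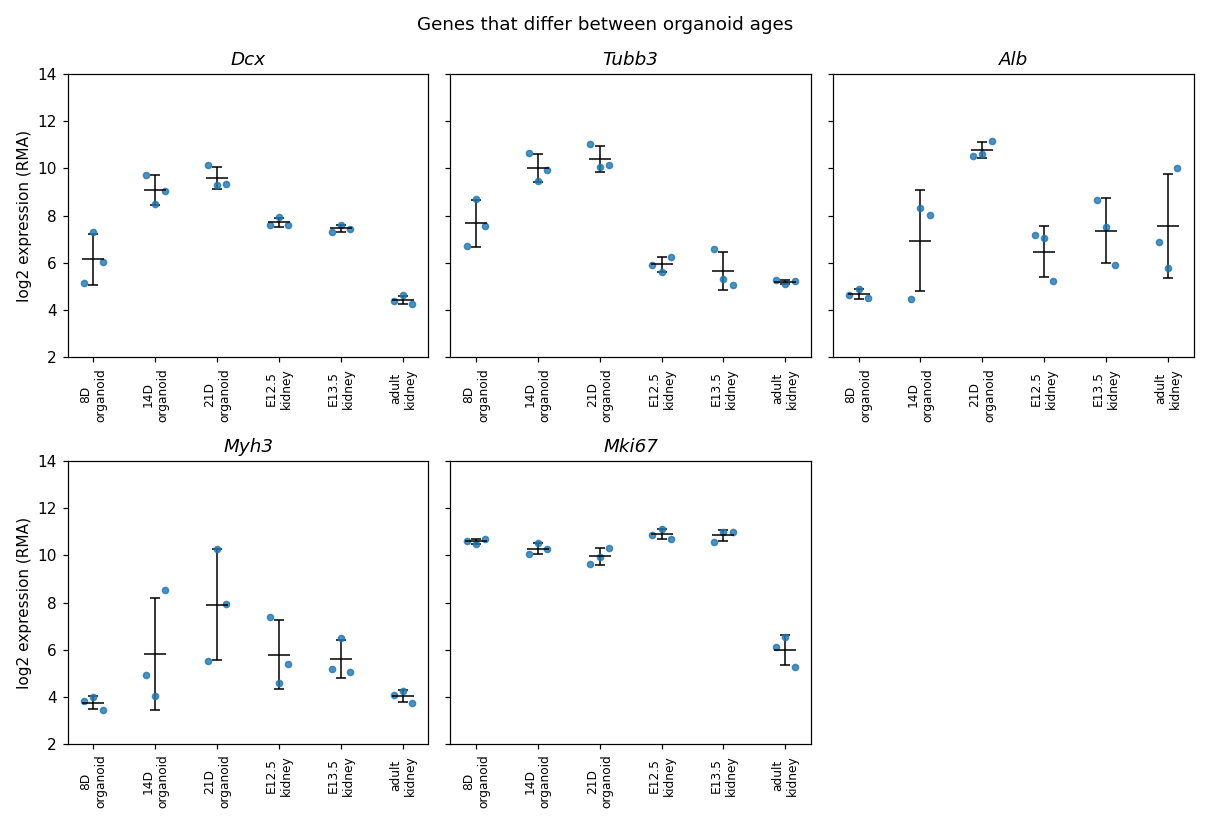
Log2 expression (RMA) of the neural genes Dcx and Tubb3, the liver gene Alb, the muscle gene Myh3 and the proliferation gene Mki67 on each array of the organoids, embryonic kidneys and adult kidneys. Points are arrays, the horizontal mark is the group mean and the bars are the SD (n = 3). Dcx averages 6.15 in 8D and 9.09 in 14D organoids.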

**Fig. 8:**
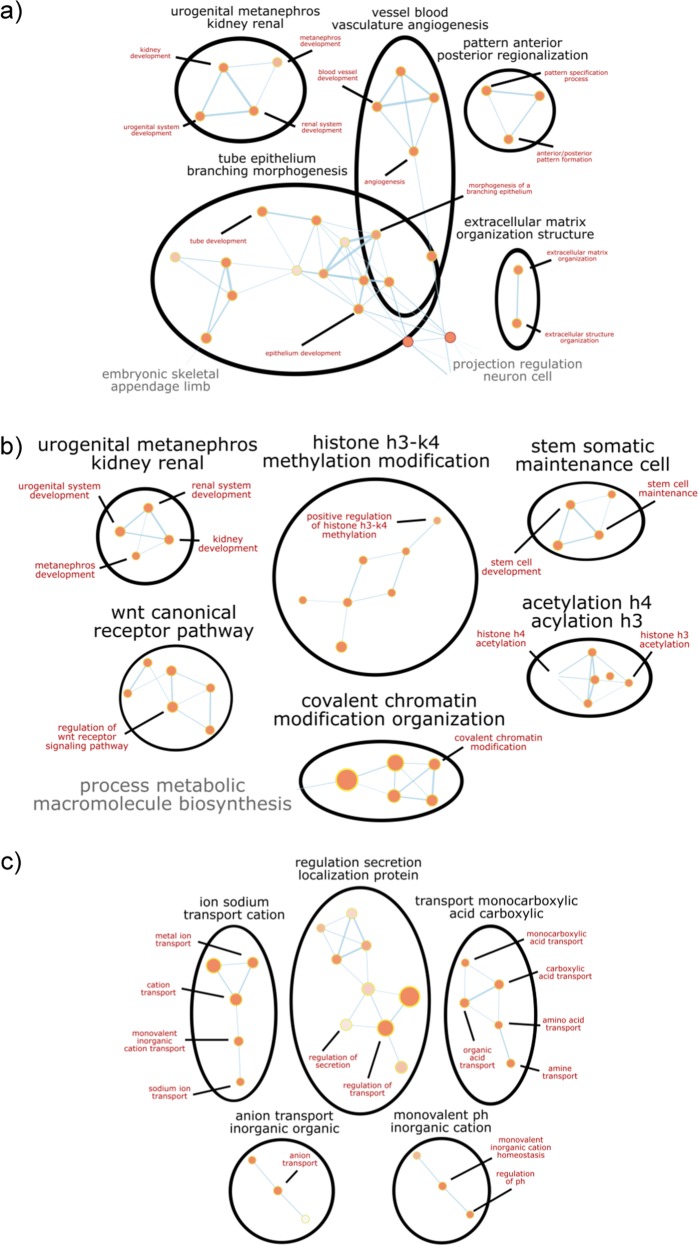
Network diagrams of selected gene ontology clusters enriched in 3D organoids and adult kidneys. **a** Over-represented gene ontologies enriched in 8D organoids compared to undifferentiated mouse embryonic stem cells (ESCs) include renal system development, extracellular matrix organization, blood vessel development, and anterior/posterior pattern formation. **b** Over-represented gene ontologies enriched in 8D organoids compared to adult kidneys include histone acetylation, histone methylation, metanephros development, and stem cell development, and maintenance. **c** Over-represented gene ontologies enriched in adult mouse kidneys compared to 8D organoids include regulation of pH, and anion, cation, carboxylic, and amine transport. FDR-corrected *p* < 0.05.

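Large differences in single genes set 8D organoids apart from adult mouse kidneys. Tdgf1, a Nodal co-receptor of pluripotent cells, was at 10.42 ± 0.72 on the log2 scale in 8D organoids and 3.75 ± 0.29 in adult kidneys (SD, n = 3), a log2 fold change of 6.68 (adjusted p = 9.62e-07). The glucose transporter gene Slc2a3 was higher by 6.16, the matrix gene Postn by 6.16 and Mest by 5.96. Among the 8 largest decreases of genes named by rule, Cyp2j5, a cytochrome P450 of the proximal tubule, was at 12.79 ± 0.10 in adult kidneys and 3.37 ± 0.32 in 8D organoids, a log2 fold change of -9.43, and the conjugating enzyme genes Sult1d1 and Ugt3a2 had log2 fold changes of -8.82 and -8.70. Tdgf1 and Postn in adult kidneys, and the last 3 genes in 8D organoids, are not told from background, so their fold changes are lower bounds on the size of the difference.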

Comparing 8D organoids and adult mouse kidneys, there were 9244 differentially expressed genes (FDR-corrected *p* value < 0.05). Of the 9244 genes, 4843 genes were significantly upregulated in 8D organoids and 4401 genes were significantly upregulated in adult kidneys. 

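In limma 5455 genes were upregulated in 8D organoids and 5296 in adult kidneys, 10751 of 23986 in all, and 12080 had an unadjusted p under 0.05. With a fold change of at least 2 as well, 2891 and 2566 were left. In addition to the tubule genes, Kap, the androgen-regulated protein of the mouse kidney, was lower in organoids with a log2 fold change of -8.31, and Keg1 with -9.13. Of the 36 extracellular matrix genes, 29 were higher in organoids and none lower, or 29 and 0 when adjusted over the list alone (camera, adjusted p = 1.2e-11, and adjusted p = 0.16 with an estimated correlation). Of the 15 fibroblast and feeder markers, 13 were higher and none lower, or 13 and 0 when adjusted over the list alone (camera, adjusted p = 5.1e-06, and adjusted p = 0.17 with an estimated correlation). Of the 40 DNA replication and repair genes, 40 were higher and none lower, or 40 and 0 when adjusted over the list alone (camera, adjusted p = 1.5e-31, and adjusted p = 0.017 with an estimated correlation).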

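All measured cell division genes were higher in 8D organoids than in adult kidneys, 20 of 20, Top2a (topoisomerase 2) by 5.26 and the spindle checkpoint kinase gene Bub1 by 5.25 on the log2 scale (20 higher and 0 lower when adjusted over the list alone, camera adjusted p = 2e-22, and adjusted p = 0.03 with an estimated correlation). Enzymes that modify histones were higher, with Ezh2, the H3K27 methyltransferase, up by 3.21 and Suv39h2, an H3K9 methyltransferase, by 2.96. Of the 36 histone acetylation and methylation genes, 28 were higher and 1 lower, or 31 and 1 when adjusted over the list alone (camera, adjusted p = 3.1e-10, and adjusted p = 0.031 with an estimated correlation). Among metanephric genes, Eya1 was higher by 2.71, Osr1 by 2.00 and Rspo3 by 3.19. Six2 was higher by 0.88 (adjusted p = 0.0294), while Pax2, which the adult collecting duct keeps, had a log2 fold change of -2.70 and Pax8 of -4.81. Of the 25 metanephric mesenchyme genes, 10 were higher and 4 lower, or 13 and 4 when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.055). The stem cell genes Sox2 and Utf1 were higher by 5.58 and 4.76, and Nanog by 5.45, at 10.55 ± 0.75 in 8D organoids and 5.10 ± 0.39 in adult kidneys (SD, n = 3). Of the 26 pluripotency genes, 24 were higher and 1 lower, or 24 and 1 when adjusted over the list alone (camera, adjusted p = 2.4e-07, and adjusted p = 0.36 with an estimated correlation). Of the 15 neural markers, 12 were higher and none lower, or 12 and 0 when adjusted over the list alone (camera, adjusted p = 0.0031, and adjusted p = 0.5 with an estimated correlation). The call of Six2 ended without 8D organoid replicate 2 (adjusted p = 0.0543) or 3 (adjusted p = 0.117), without adult kidney replicate 2 (adjusted p = 0.187) and with array weights (adjusted p = 0.0617).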

Examples of over-represented GOs significantly enriched in 8D organoids include regulation of cell division, histone acetylation, histone methylation, metanephros development, and stem cell development and maintenance (Fig. 8b). 

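Subunits of the proton pump of intercalated cells and the sodium/proton exchanger of the proximal tubule were low in 8D organoids. Against adult kidneys, Atp6v1g3 had a log2 fold change of -4.86 and Slc9a3 of -4.98. Of the 19 genes of pH regulation, none was higher in organoids and 15 lower, or 0 and 17 when adjusted over the list alone (camera, adjusted p = 7.6e-11, and adjusted p = 1e-04 with an estimated correlation). Among carriers of organic anions and cations, Slco1a1 was at 11.65 ± 0.16 and Slc22a28 at 11.20 ± 0.28 in adult kidneys (SD, n = 3), and at 2.96 ± 0.29 and 3.02 ± 0.24 in 8D organoids, levels not told from background. Of the 24 organic ion and drug transporters, 1 was higher in organoids and 19 lower, or 1 and 20 when adjusted over the list alone (camera, adjusted p = 2.6e-19, and adjusted p = 8.6e-06 with an estimated correlation). Carriers of amino and carboxylic acids were low too, with the cystine carrier subunit gene Slc3a1 at 4.87 ± 0.11 and 12.15 ± 0.12 in adult kidneys. The organoid levels of the genes named here lie below the 95th percentile of receptor genes that gauge background (4.99 to 5.636), so their fold changes are lower bounds on the size of the difference. Of the 23 genes of amino acid and carboxylic acid transport, 1 was higher in organoids and 21 lower, or 1 and 21 when adjusted over the list alone (camera, adjusted p = 3.7e-20, and adjusted p = 4.7e-06 with an estimated correlation).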

Some of the over-represented GOs enriched in adult kidneys compared to 8D organoids include regulation of pH, and anion, cation, carboxylic acid, and amine transport, suggesting that the cells in the organoids lack these functions (Fig. 8c). Together, these comparisons suggest that the cells in the organoids are immature and still in the development stage, and they do not exhibit the same functions as adult kidneys. 

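Genes that mark the mature nephron were lower in 8D organoids in every tubule segment measured. All 30 proximal tubule genes were lower, the phosphate carrier gene Slc34a1 with a log2 fold change of -7.39 and Slc17a3 with -7.88 (0 higher and 30 lower when adjusted over the list alone, camera adjusted p = 2.6e-33, and adjusted p = 4.2e-06 with an estimated correlation). All 24 genes of the loop of Henle, distal tubule and collecting duct were lower too (0 higher and 24 lower when adjusted over the list alone, camera adjusted p = 3.2e-20, and adjusted p = 3.2e-06 with an estimated correlation). Umod (uromodulin), the main urinary protein of the thick ascending limb, was at 4.84 ± 0.31 in 8D organoids and 11.77 ± 0.39 in adult kidneys (SD, n = 3). The salt cotransporter gene Slc12a1 had a log2 fold change of -6.95, and the water channel gene Aqp2 of -2.31. Podocyte genes were mixed, with Col4a3 at -4.07. Of the 17 podocyte genes, 1 was higher and 6 lower, or 1 and 6 when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.087). Of the genes named here all but Aqp2 lie near or below background in 8D organoids, so their fold changes are lower bounds on the size of the difference. From these comparisons the paper proposes that the cells of the organoids are immature and lack functions of the adult kidney.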

Between 14D organoids and adult kidney, and 21D organoid and adult kidney, there were 10,384 and 9810 differentially expressed genes (FDR-corrected *p* value < 0.05), respectively. 

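In limma 11802 genes differed between 14D organoids and adult kidneys, 5925 upregulated and 5877 downregulated in organoids, and 11609 differed for 21D organoids, 5862 and 5747. At an unadjusted p under 0.05 there were 13093 and 12912. Matrix genes were among the largest increases at 14D, Postn by 7.02 and Lum by 5.61 on the log2 scale. At 21D they included the neuronal genes Stmn2, up by 5.80 to 10.71 ± 0.55 (SD, n = 3, adjusted p = 3.55e-10), Crmp1 (5.56) and Ina (5.50). Among the largest decreases were Cyp2j5 at 14D, with a log2 fold change of -9.38, and Aldh8a1 and Aadat, enzymes of tryptophan breakdown, at 21D, with -8.06 and -8.05.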

The over-represented GOs enriched in 14D and 21D organoids compared to adult kidneys were similar to the GOs enriched in 8D organoids (data not shown). These results are expected considering there were no significant differentially expressed genes between 8D and 14D organoids, and between 14D and 21D organoids.

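Cell division genes were higher than in adult kidneys at both later ages, 20 of 20 at 14D (20 higher and 0 lower when adjusted over the list alone, camera adjusted p = 2e-20, and adjusted p = 0.041 with an estimated correlation) and 20 at 21D (20 higher and 0 lower when adjusted over the list alone, camera adjusted p = 1e-19, and adjusted p = 0.049 with an estimated correlation). Histone acetylation and methylation genes were higher in 30 of 36 cases at 14D (30 higher and 1 lower when adjusted over the list alone, camera adjusted p = 4.9e-09, and adjusted p = 0.048 with an estimated correlation). At 21D 26 were higher (28 higher and 1 lower when adjusted over the list alone, camera adjusted p = 6.6e-08, and adjusted p = 0.076 with an estimated correlation). Of the 25 metanephric mesenchyme genes, 12 were higher and 2 lower at 14D (12 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0086, and adjusted p = 0.44 with an estimated correlation). At 21D 9 were higher and 4 lower (9 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.09, and adjusted p = 0.57 with an estimated correlation). Pluripotency genes were higher in 17 of 26 cases at 14D (17 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00027, and adjusted p = 0.54 with an estimated correlation). At 21D 15 were higher (15 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0012, and adjusted p = 0.57 with an estimated correlation). Neural markers were higher with them, 15 of 15 at 14D (15 higher and 0 lower when adjusted over the list alone, camera adjusted p = 1.9e-07, and adjusted p = 0.18 with an estimated correlation) and 15 at 21D (15 higher and 0 lower when adjusted over the list alone, camera adjusted p = 1.7e-08, and adjusted p = 0.13 with an estimated correlation). Kidney stroma genes were higher in 11 of 14 cases at 14D (11 higher and 0 lower when adjusted over the list alone, camera adjusted p = 1e-04, and adjusted p = 0.28 with an estimated correlation) and in 11 at 21D (11 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00055, and adjusted p = 0.37 with an estimated correlation). Of the 15 markers of fibroblasts and feeder cells, 14 were higher at 14D (camera, adjusted p = 4.5e-08, and adjusted p = 0.099 with an estimated correlation) and 14 at 21D (camera, adjusted p = 2.8e-08, and adjusted p = 0.093 with an estimated correlation).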

A characteristic of cellular maturity is the expression of drug transporter proteins on tubular cells. Cisplatin is an effective chemotherapy drug, but it is also nephrotoxic. Cisplatin-induced nephrotoxicity is mediated by Oct2 and Oat1 and Oat3. Oct2 mediates the uptake of cisplatin, while Oat1 and Oat3 mediate the uptake of mercapturic acid, which is a metabolite of cisplatin^27–29^. 

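The organic cation carrier gene Slc22a2 (Oct2) was at 4.08 ± 0.41 on the log2 scale in 8D organoids, 4.11 ± 0.11 in 14D organoids and 3.66 ± 0.18 in 21D organoids, against 11.54 ± 0.15 in adult kidneys (SD, n = 3 each). The adjusted p values against adult kidneys were 2.06e-21, 2.09e-21 and 8.36e-22. Slc22a6 (Oat1), a carrier of organic anions at the basal side of the proximal tubule, was at 5.04 ± 0.05, 5.14 ± 0.15 and 5.05 ± 0.08 in the organoids and 12.09 ± 0.20 in adult kidneys. Its adjusted p values were 1.63e-22, 1.92e-22 and 1.72e-22. Slc22a8 (Oat3) was at 4.81 ± 0.19, 4.81 ± 0.16 and 5.03 ± 0.10, against 10.37 ± 0.49 in adult kidneys (adjusted p = 2.96e-18, 2.73e-18 and 6.79e-18). On these arrays the 95th percentile of receptor genes that gauge background lay between 4.99 and 5.636, and the organoid means of Slc22a2, Slc22a6 and Slc22a8 lie near or below it, so the arrays show no clear signal for them in organoids. The log2 fold changes against adult kidneys, between -7.89 and -5.34, are therefore lower bounds on the size of the difference.

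**Figure D4:**
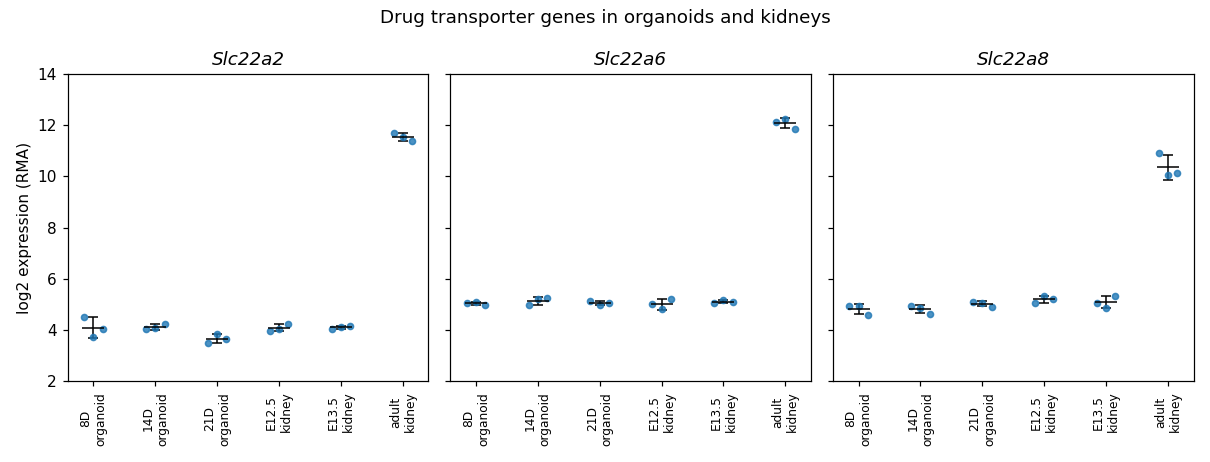
Log2 expression (RMA) of Slc22a2, Slc22a6 and Slc22a8 on each array of 8D, 14D and 21D organoids, E12.5 and E13.5 kidneys and adult kidneys. Points are arrays, the horizontal mark is the group mean and the bars are the SD (n = 3). Slc22a6 averages 12.09 in adult kidneys and 5.04 in 8D organoids.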

Our microarray data show that Oct2, Oat1, and Oat3 expression are significantly lower in 8D, 14D, and 21D organoids compared to adult mouse kidneys (Fig. 9a). This differential expression is also confirmed by quantitative PCR (Fig. 9b). Altogether, our gene expression data show that even with 3 weeks of culture, which mirrors mouse gestation time, there is still a large number of differentially expressed genes between organoids and adult kidneys, including drug transporters, indicating that our organoids are not at the same maturity level as adult kidneys. 

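Other organic ion and drug carriers were low with them in 21D organoids, Slco1a1 at 2.90 ± 0.05 and Slc22a28 at 3.18 ± 0.42 on the log2 scale (SD, n = 3), levels not told from background. Of the 24 organic ion and drug transporters, none was higher in 21D organoids and 20 lower, or 0 and 20 when adjusted over the list alone (camera, adjusted p = 2.2e-20, and adjusted p = 5.6e-06 with an estimated correlation). At 14D none of them was higher and 20 were lower (0 higher and 20 lower when adjusted over the list alone, camera adjusted p = 7.4e-20, and adjusted p = 6.8e-06 with an estimated correlation). At 21D the genes of amino acid and carboxylic acid transport were lower in 21 of 23 cases (0 higher and 21 lower when adjusted over the list alone, camera adjusted p = 1.9e-20, and adjusted p = 4e-06 with an estimated correlation). Genes of pH regulation were lower in 17 of 19 (0 higher and 17 lower when adjusted over the list alone, camera adjusted p = 5.7e-11, and adjusted p = 9.4e-05 with an estimated correlation) and proximal tubule genes in 30 of 30 (0 higher and 30 lower when adjusted over the list alone, camera adjusted p = 6.4e-33, and adjusted p = 4e-06 with an estimated correlation). The proximal tubule phosphate carrier genes Slc34a1 and Slc17a3 were at 5.02 ± 0.03 and 4.44 ± 0.15 at 21D, also near or below background. From the number of genes that still differ after the longest culture, drug transporters among them, the paper concludes that the organoids have not reached the maturity of adult kidneys.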

The inability to fully mature kidney organoids in vitro is an ongoing issue in the field.

**Fig. 9:**
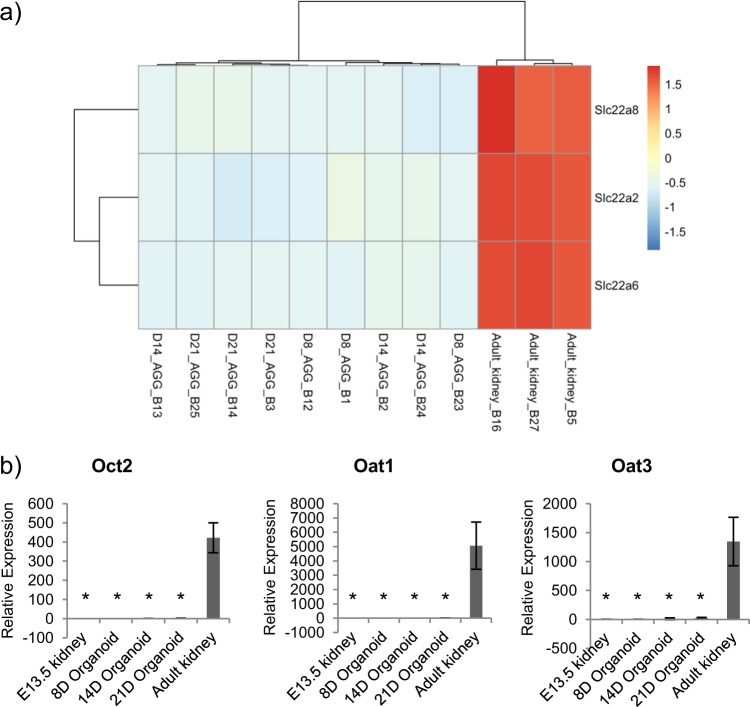
Expression of *Slc22a2* (*Oct2*), *Slc22a6* (*Oat1*), and *Slc22a8* (*Oat3*) expression in organoids and adult kidneys. **a** Heatmap of *Oct2*, *Oat1*, and *Oat3* expression in organoids and adult kidneys. **b** Quantitative PCR confirm that *Oct2*, *Oat1*, and *Oat3* are not expressed in organoids. Gene expression is relative to undifferentiated embryonic stem cells (ESCs). Asterisk (*) indicates that expression is significantly different (*p* < 0.05) from adult kidneys, as determined by *t* test. *n* = 3. Error bars represent standard deviation.

### Over-expression of *Pax2*, *Eya1*, *Six1*, *Hoxa11*, *Hoxc11*, and *Hoxd11* during renal differentiation

*Pax2*, *Eya1*, *Six1*, and *Hox11* paralogs are transcription factors and co-activators involved in kidney development. We investigated whether the over-expression of *Six1*, *Pax2*, *Eya1*, *Hoxa11*, *Hoxc11*, and *Hoxd11* in mouse ESCs would improve renal differentiation efficiency and possibly maturation. To do this, we cloned the genes into a doxycycline (DOX)-inducible piggyBac (PB) transposon system using gateway cloning. A DOX-inducible system gives us temporal control of transgene expression.

We introduced the transgenes into mouse ESCs using electroporation, and transgenic ESC clones were analyzed for the presence of the six transgenes (Supplementary Table I). Ten clones with all six transgenes were further characterized for transgene expression levels (Supplementary Table II). The three most DOX-responsive clones (clones 11, 19, and 23) were selected for renal differentiation. The transgenic ESCs were differentiated to renal progenitors using our established protocol with DOX added at different time points during differentiation. DOX was added at days 6–11, 11–16 or 16–21 of differentiation, which coincided with the progenitor induction stage of differentiation. When DOX was added from days 6 to 11, *Osr1*, *Jag1*, and *Pbx1* expression were significantly downregulated (*p* < 0.05) compared to the no DOX control group. On the other hand, *Gata3* and *Cited1* expression was significantly upregulated. When DOX was added from days 11 to 16, *Osr1*, *cRet*, *Foxd1*, *Pbx1*, *Jag1*, and *Cadherin 6* expression were significantly downregulated compared to the no DOX group, while *Gata3* continued to be significantly upregulated compared to the no DOX group. Lastly, when DOX was added from days 16 to 21, *Osr1*, *Cited1*, *Wt1*, *Pbx1*, *Jag1*, and *Cadherin 6* were significantly downregulated compared to the no DOX group (Fig. 10). Altogether, our data suggest that over-expression of *Six1*, *Pax2*, *Eya1*, *Hoxa11*, *Hoxc11*, and *Hoxd11* inhibits renal differentiation.

**Fig. 10:**
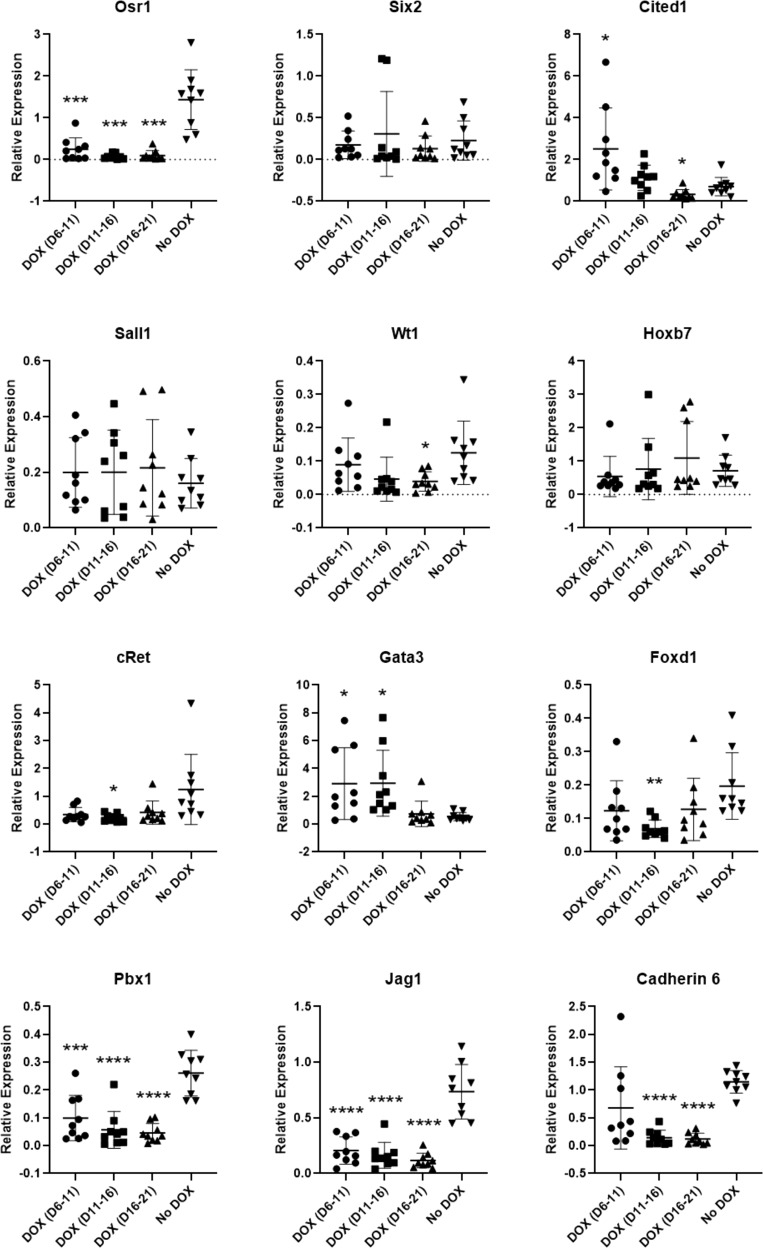
Progenitor marker expression of transgenic mouse embryonic stem cell (ESC) lines with doxycycline (DOX) added at different time points. Asterisks indicate that expression is significantly different (*p* ≤ 0.05 (*), *p* ≤ 0.01 (**), *p* ≤ 0.001 (***), *p* ≤ 0.0001 (****)) from the no DOX condition, as determined by *t* test with Welch’s correction. *n* = 3 cell lines, three replicates per line. Error bars represent standard deviation.

## Discussion

PSCs, which include ESCs and iPSCs, are capable of unlimited self-renewal and differentiation to cells of all three germ layers. These properties make them a powerful tool for studying and modeling embryogenesis, organogenesis, and cellular differentiation and regeneration. One major challenge faced by researchers is having a reliable and reproducible method to direct the differentiation of PSCs to the target cell type(s). By mimicking embryonic kidney development, we developed a step-wise protocol to direct the differentiation of mouse ESCs to mesoderm, intermediate mesoderm, and renal progenitors that resemble embryonic kidney cells. Briefly, our differentiation protocol consists of culturing ESCs as a monolayer in four induction media: priming, mesoderm, intermediate mesoderm, and progenitor. Each induction medium contains growth factors and small molecules tailored to the specific stage of kidney development. Unlike other published mouse differentiation protocols that utilizes an embryoid body step, our monolayer differentiation strategy gives us better control of differentiation trajectory and also yields metanephric mesenchyme, ureteric bud cells, and stromal cells.

In our protocol, mouse ESCs were differentiated on gelatin-coated plates at a seeding cell density of 25,000 cells/cm^2^. Gelatin is made from hydrolyzed collagen, and coating culture plates with gelatin is known to mediate cell attachment. We also differentiated cells on Geltrex-coated plates because we hypothesized that differentiating cells on Geltrex would improve differentiation since Geltrex is made from a mixture of extracellular matrix proteins and may provide important proteins for attachment and differentiation that are missing from gelatin. Contrary to our expectations, differentiating cells on Geltrex did not improve mesoderm induction, and this could be because mouse ESCs are grown and maintained on gelatin-coated plates prior to differentiation. In addition, Geltrex is a ready-to-use solution containing unknown growth factors, albeit at a low concentration, but they may be present at levels that interfere with mesoderm differentiation.

We and others have highlighted the importance of cell seeding density in defining cell fate and differentiation efficiency^30–33^. Cell density influences cell–cell interaction and paracrine signaling between cells, and ultimately influences cellular differentiation. Here, we showed that mouse ESCs behaved differently when seeded at low, intermediate, and high cell density with the intermediate cell density yielding the most T+ cells. It is important to note that the optimal seeding cell density may vary between cell lines and should be optimized for each cell line.

Mouse ESCs are derived from the inner cell mass of E3.5 blastocysts and give rise to the visceral and parietal yolk sacs and the epiblast. EpiSCs give rise to cells of all three germ layers and can be found in E4.5 blastocysts. Although ESCs and EpiSCs are both pluripotent in nature, there are fundamental differences between the two cell types^34^. Morphologically, ESC colonies appear as tight, compact domes, while EpiSC colonies are flat. ESC maintenance is dependent on leukemia inhibitory factor (LIF), while EpiSCs require activin A and Fgf2. Prior to mesoderm induction, we included a priming step in our differentiation protocol to convert ESCs to EpiSCs because we hypothesized that priming would improve mesoderm differentiation efficiency^17,35^. Not only would a priming step prime ESCs for differentiation to mesoderm, but it would also flatten the cells into a flat monolayer, which allows for better control of differentiation trajectory. Indeed, we found that the differentiation protocol yields more T+ cells when a priming step was included.

We developed our differentiation protocol using the monolayer method because it has advantages over the embryoid body method. Monolayer culture allows for equal distribution of nutrients and signaling molecules among the cells. Embryoid bodies can vary in size and it is difficult to have consistently uniform embryoid bodies. We reasoned that size inconsistency and heterogeneity could lead to variations in the differentiated population. More importantly, we showed that ESCs differentiated as a monolayer can give rise to renal progenitors that could be expanded in culture and still retain the expression of progenitor markers Six2, Pax2, and Wt1 (Supplementary Figs 9–11).

The step-wise structure of our differentiation protocol allowed us to examine genome-wide transcriptional changes at each step of differentiation. We found that the relative expression of kidney developmental genes increased with each step of differentiation, which resulted in enrichment for kidney-related GOs, including metanephros and ureteric bud development. This confirms that, unlike other mouse differentiation protocols, our protocol gives rise to both metanephric mesenchyme and ureteric bud progenitors. Binary comparison of ESC-derived progenitors and embryonic kidneys revealed that there were some fundamental differences between them. These differences lie in the level of kidney developmental gene expression, the extent of extracellular matrix organization and remodeling, and the cellular response to stimuli.

Stem cell organoids, or mini organs, are collections of stem/progenitors cells that self-organize to form tissue-specific structures through processes that resemble in vivo tissue maturation, namely, cell sorting and spatially restricted lineage commitment^36^. Organoids were first made by dissociating and re-aggregating embryonic tissue, but using the same rationale, tissue-specific stem/progenitor cells differentiated from PSCs could also be coaxed to form organoids. Since PSCs can be genetically engineered to harbor disease-specific mutations or they can be made from patient cells, PSC-derived organoids are ideal models to study organogenesis, disease initiation and progression, and drug-induced nephrotoxicity in vitro.

When the ESC-derived renal progenitors were aggregated and cultured on an air–liquid interface, the progenitors gave rise to metanephric mesenchyme-derived proximal tubules and ureteric bud-derived cytokeratin+ tubules, and the tubules were supported by extracellular matrix proteins, collagen IV, laminin, and fibronectin, which were secreted by the cells themselves. The extracellular matrix not only provides structural support but it also serves as a reservoir for secreted growth factors. The presence of all three major extracellular matrix components is important for normal tissue development. No study has looked at the extracellular matrix composition of mouse organoids, and in terms of human organoids, groups have only surveyed for the presence of laminin. Here, we demonstrate that our mouse organoids contain collagen IV, laminin, and fibronectin.

We used microarray to study the transcriptional differences between ESC-derived organoids and undifferentiated ESCs, and between ESC-derived organoids and adult mouse kidneys. When compared to undifferentiated ESCs, genes associated with renal system development, blood vessel development, and extracellular matrix organization were significantly upregulated in the kidney organoids, as expected. We cultured our kidney organoids for up to 3 weeks in vitro and found that at the transcriptional level, there were no significant differences between 8D and 14D organoids, and 14D and 21D organoids. Even though our organoids contained proximal tubules that co-expressed LTL and E-cadherin, indicating maturity, we found that there were >9000 significant differentially expressed genes between organoids and adult kidneys, including drug transporter genes *Oct2*, *Oat1*, and *Oat3*. This suggests that our organoids, even with 3 weeks of culture that mirrored mouse gestation, are not at the same maturity level as adult kidneys. Our results are in line with other groups’ results demonstrating that kidney organoids are difficult to mature in vitro and organoids often have to be transplanted into immunocompromised mice for long-term maturation^37–40^. With current technology, researchers are only able to generate human kidney organoids in vitro that are equivalent to second trimester fetal kidneys^16^.

It is speculated that it is difficult to mature organoids in vitro because culture conditions lack signaling molecules crucial for maturation and/or the length of in vitro culture has to mimic gestation time. Since mouse gestation is only 21 days, our mouse differentiation system allowed us to test whether mirroring gestation time enables kidney organoids to fully mature in vitro. In our system, we differentiated mouse ESCs to renal progenitors in 21 days, aggregated them to form kidney organoids and then cultured the kidney organoids for up to 3 weeks in vitro. Our culture time exceeds the length of mouse gestation, but our organoids did not fully mature. Therefore, it is more likely that our culture system is missing signaling molecules that are important for kidney maturation. Other groups have also shown that extended static in vitro culture of organoids does not improve organoid maturation and may be detrimental to the organoids^37,40^. Flow and shear stress have been implicated in cellular and tissue maturation, and considering that there is no blood flow in our organoids in vitro, this may be one of the limiting factors. Indeed, Homan et al.^41^ showed that culturing kidney organoids under flow on microfluidic chips helps mature organoids.

Lastly, we described a system in which we can study the effects of gene over-expression on kidney differentiation. Although the effects of gene knockout or knockdown on kidney development are well studied, the effects of gene over-expression are not. We investigated whether over-expression of *Pax2*, *Eya1*, *Six1*, and the *Hox11* paralogs could improve kidney differentiation. These genes form a gene regulatory network that ultimately activates and regulates Six2 expression and the progenitor cell population. Mutations in these genes result in kidney malformations or agenesis^5–8^. Given the importance of this gene expression network in kidney development, we hypothesized that over-expressing these genes would improve differentiation of ESCs to renal progenitors. Over-expressing six factors at once is not uncommon in the field of direct reprogramming or direct conversion of one cell type to another. For instance, Hendry et al.^42^ over-expressed six factors at once (SIX1, SIX2, OSR1, EYA1, HOXA11, and SNAI2) to convert adult proximal tubule cells to nephron progenitors. In another example, Kaminski et al.^43^ over-expressed four factors (Emx2, Hnf1b, Hnf4a, and Pax8) at the same time to convert fibroblast to renal tubular epithelial cells. In the most famous example of all, Takahashi and Yamanaka^44^ initially over-expressed 24 genes at once to convert mouse fibroblasts to iPSCs before they performed an elimination experiment to identify the four indispensable genes.

Using quantitative PCR as a measure of differentiation efficiency, we assessed whether over-expression of these six genes during progenitor induction would improve differentiation efficiency. Contrary to our hypothesis, over-expression of *Pax2*, *Eya1*, *Six1*, and *Hox11* paralogs inhibited differentiation as indicated by the marked reduction in the expression of progenitor markers, and since this did not yield renal progenitors, additional analysis such as cell aggregation and morphological assessments were not performed. We observed a marked reduction in progenitor marker expression because the relative expression levels and the timing of the six transgenes over-expression may be inappropriate for proper deployment of the kidney-specific gene expression network and/or the high doses of the six transgenes could be detrimental to the cell. In our system, it is difficult to control the relative expression levels of transgenes since we made the transgenic mouse ESC lines using the PB transposon system that inserts inverse terminal repeat-flanked transgenes into TTAA DNA sequences and so we have no control over the number of copies of transgenes inserted into the genome. Moreover, our system does not allow for sequential expression of the transgenes since all the transgenes are under the control of a DOX-inducible promoter. The next steps would be to investigate whether sequential expression of the six genes would improve differentiation.

In summary, we described in depth a strategy to differentiate mouse ESCs to renal progenitors and kidney organoids, and how this system can be modified to study the effects of gene over-expression on kidney differentiation. Our results highlight the importance of monolayer culture, seeding cell density, extracellular matrix, growth factor, and gene dose on kidney differentiation. In order to fully harness the potential of kidney organoids in modeling advanced diseases and nephrotoxicity, future studies need to focus on developing strategies to mature and pattern organoids to resemble adult kidneys.

## Methods

### Ethics statement

All experiments were approved by and performed at the Lunenfeld Tanenbaum Research Institute at Mount Sinai Hospital in Toronto, Canada. Only mouse cell lines were used in the experiments. No animals or human subjects/tissues were used.

### Maintaining mouse ESCs

Mouse ESC line 1B10 was maintained on mitomycin C-treated mouse embryonic fibroblasts (MEFs) and cultured in mouse ESC media (Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 15% fetal bovine serum (FBS), 1000 U/ml LIF, 50 U/ml penicillin, 50 µg/ml streptomycin, 2 mM GlutaMAX, 0.1 mM non-essential amino acids (NEAA), 1 mM sodium pyruvate, and 0.1 mM 2-mercaptoethanol). Cells were kept in 5% CO_2_ and at 37 °C. The medium was changed every other day.

### Directed differentiation of mouse ESCs to renal progenitors

Prior to differentiation, mouse ESCs were cultured until they were 70–80% confluent. Confluent ESCs were dissociated into single cells with TrypLE Express (Invitrogen) and passed through a 70 µm cell strainer to obtain single cells. Cells were centrifuged at 200 × *g*, 10 °C for 5 min. The supernatant was discarded and the cell pellet was resuspended in Priming Media (DMEM/F12 containing 1× N2 supplement, 1× B27 supplement, 0.1 mM NEAA, 2 mM GlutaMAX, 50 U/ml penicillin, 50 µg/ml streptomycin, 12 ng/ml Fgf2, and 20 ng/ml activin A). Cells were plated onto 0.1% gelatin-coated plates at a seeding cell density of 25,000 cells/cm^2^. Cells were cultured in priming media for 2 days before the cells were washed once with phosphate-buffered saline (PBS) and cultured in mesoderm induction media (DMEM/F12 containing 4% knockout serum replacement (KSR), 0.1 mM NEAA, 2 mM GlutaMAX, 50 U/ml penicillin, 50 µg/ml streptomycin, 1 mM sodium pyruvate, 0.015% w/v sodium bicarbonate, 0.1 mM 2-mercaptoethanol, 30 ng/ml Bmp4, 10 ng/ml activin A, and 12 ng/ml Fgf2) for 2 days. After mesoderm induction, cells were washed once with PBS and cultured in an intermediate mesoderm induction media modified from Sambi et al.^24^ (DMEM/F12 containing 4% KSR, 50 U/ml penicillin, 50 µg/ml streptomycin, 10 µM Y27632, 100 nM retinoic acid, and 30 ng/ml activin A) for 2 days^24^. Lastly, cells were washed and cultured in progenitor induction media adapted from Kang and Han^45^ (RPMI-1640 containing 1× B27 supplement, 2 mM GlutaMAX, 50 U/ml penicillin, 50 µg/ml streptomycin, 150 ng/ml Bmp7, and 50 ng/ml Fgf2) for 15 days^45^. Cells were not passaged during the 21-day differentiation period.

### Quantitative PCR

RNA was isolated using the RNeasy Mini Kit (Qiagen), and complementary DNA (cDNA) was synthesized using Superscript II Reverse Transcriptase (Thermo Fisher) and amplified using the SensiFAST SYBR No ROX Kit (Bioline) under the following conditions: 95 °C for 15 s, followed by 40 cycles of 95 °C for 5 s, and 60 °C for 30 s. The primers used were as follows:

Osr1 (F: TACTCTTTCCTTCAGGCAGTGA, R: GATCGAGGCAAGTGCATGG),

Six2 (F: CACCTCCACAAGAATGAAAGCG, R: CTCCGCCTCGATGTAGTGC),

Cited1 (F: AACCTTGGAGTGAAGGATCGC, R: GTAGGAGAGCCTATTGGAGATGT),

Sall1 (F: CTCAACATTTCCAATCCGACCC, R: GGCATCCTTGCTCTTAGTGGG),

Wt1 (F: GAGAGCCAGCCTACCATCC, R: GGGTCCTCGTGTTTGAAGGAA),

Hoxb7 (F: AAGTTCGGTTTTCGCTCCAGG, R: ACACCCCGGAGAGGTTCTG),

Gata3 (F: CTCGGCCATTCGTACATGGAA, R: GGATACCTCTGCACCGTAGC),

cRet (F: GCGTCAGGGAGATGGTAAAG, R: CATCAGGGAAACAGTTGCAG),

Foxd1 (F: CGCTAAGAATCCGCTGGTGAAG, R: GGATCTTGACGAAGCAGTCGTT),

Pbx1 (F: CAGCGGGTTCTTCCAGTTCTT, R: CGAGTCCGTCACTGTATCCTC),

CD34 (F: AAGGCTGGGTGAAGACCCTTA, R: TGAATGGCCGTTTCTGGAAGT),

Jag1 (F: CCTCGGGTCAGTTTGAGCTG, R: CCTTGAGGCACACTTTGAAGTA),

Cadherin 6 (F: CAGCCCTACCCAACTTTCTCA, R: GAACGGCTCAGCTCATTCC),

β-Actin (F: GGCTGTATTCCCCTCCATCG, R: CCAGTTGGTAACAATGCCATGT),

Esrrb (F: GCACCTGGGCTCTAGTTGC, R: TACAGTCCTCGTAGCTCTTGC),

Lefty2 (F: CAGCCAGAATTTTCGAGAGGT, R: CAGTGCGATTGGAGCCATC),

Lin28a (F: GGCATCTGTAAGTGGTTCAACG, R: CCCTCCTTGAGGCTTCGGA),

Oct2 (F: TTGTTGGGCTGGGCTATCG, R: CCAGTTGGGAAGGGCATAGG),

Oat1 (F: CTGATGGCTTCCCACAACAC, R: GTCCTTGCTTGTCCAGGGG), and

Oat3 (F: ATGACCTTCTCCGAGATTCTGG, R: GTGGTTGGCTATTCCGAGGAT).

Quantitative PCR data was acquired and analyzed using the Bio-Rad CFX system. Expression data is displayed as the average of 3–5 replicates with standard deviation. Statistical significance between sample groups was calculated using unpaired *t* test (with Welch’s correction) on GraphPad Prism 8 and *p* values < 0.05 (two tailed) were considered significant.

### Microarray

RNA was isolated using the RNeasy Mini Kit (Qiagen) and RNA quality was assessed using the Agilent Bioanalyzer. Only RNA with a RNA integrity number of >7.0 were used for microarray. Samples were hybridized to Affymetrix Mouse Gene 2.0 ST array chips by a trained personnel at The Center for Applied Genomics (Toronto, Canada). Raw CEL files were read and normalized in R using the oligo and limma Bioconductor packages^46–48^. PCA plots were generated using ggplot2^49^. The limma package in R Bioconductor was used to determine significant differentially expressed genes for each comparison (FDR-corrected *p* value < 0.05). Gene set enrichment analysis (GSEA) was used for binary comparisons with <500 significant differentially expressed genes. GSEA was conducted using the R Bioconductor topGO package using the EMAPA database of mouse developmental anatomy ontology (http://www.obofoundry.org/ontology/emapa.html)^50^. To narrow down the ontologies related to adult kidneys, we did a binary comparison between ESC and adult mouse kidneys to create a subset of ontologies highly enriched in their respective tissues. The subset of ontologies enriched to adult mouse kidneys was applied to experimental samples using topGO to determine if genes contributing to the ontologies are significantly enriched. Statistical significance is defined as having a FDR-corrected *p* value < 0.05.

Over-representation analysis was used for binary comparisons with >500 significant differentially expressed genes. For over-representation analysis, the gene lists were entered into BiNGO on Cytoscape to conduct over-representation analysis for GO Biological Processes (Benjamin and Hochberg FDR-corrected *p* value < 0.05, ontologies downloaded from www.geneontology.com on August 2018)^51,52^. The output was then exported and replotted using the Enrichment Map plugin for Cytoscape with the Node Cutoff set as 0.0001 and Edge Cutoff set as 0.7^53^. AutoAnnotate and WordCloud plugins were used to generate clusters of terms using Community Cluster (GLay) cluster algorithm and the label algorithm using four of the biggest keywords, respectively^54,55^. Only selected GOs are shown in figures.

### Immunocytochemistry

The medium was removed and cells were washed twice in PBS. Cells were then fixed in 10% neutral-buffered formalin (NBF) for 20 min at room temperature (RT). Fixed cells were washed with PBS containing 0.1% Triton X-100, and incubated with blocking buffer (PBS containing 0.1% Triton X-100 and 10% FBS) for 30 min at RT. After blocking, primary antibodies (diluted 1:200) were added and incubated with the cells overnight at 4 °C. The next day, cells were washed 4× for 10 min with PBS containing 0.1% Triton X-100 prior to incubating with secondary antibodies (diluted 1:500) for 30 min in the dark and at RT. Finally, cells were washed 5 × 10 min with PBS containing 0.1% Triton X-100, stained with DAPI (4′,6-diamidino-2-phenylindole), and stored in PBS containing 50% glycerol, in the dark at 4 °C until imaging. Secondary antibody controls in which only the secondary antibodies were added were performed to confirm the specificity of the secondary antibody. The primary antibodies used were as follows: T (Santa Cruz, SC-17743), Six2 (ProteinTech, 11562-1-AP), Wt1 (Abcam, AB89901), Pax2 (Covance, PRB276P), and Oct4 (Santa Cruz, SC8628). The secondary antibodies used were as follows: anti-goat IgG 594 and anti-rabbit IgG Cy5.

### Microscopy

All images were taken on the Quorum WaveFX Spinning Disc Confocal System equipped with CSU X1 Confocal Scanner Unit (Yokogawa), ImagEM EM-CDD Camera (Hamamatsu), and a DMI6000 B Fully Automated Inverted Research Microscope (Leica). Images were acquired and processed on the Volocity Software Version 6.3.0 (Improvision/PerkinElmer).

### Quantifying differentiation efficiency

Cells were immunostained and imaged on the Quorum WaveFX Spinning Disc Confocal System. Cells from three to seven fields were counted using ImageJ. Specifically, an intensity threshold was selected for positive cells, and all objects that were above the threshold were quantified by the program. Differentiation efficiency was expressed as the number of positively stained cells divided by the number of DAPI+ cells, and with the standard deviation.

### DOX-inducible *Pax2*, *Eya1*, *Six1*, *Hoxa11*, *Hoxc11*, and *Hoxd11* expression vectors

Gene vectors for *Pax2* (V102758-1), *Eya1* (V71070-1), *Six1* (V77822-1), *Hoxa11* (V99883-1), *Hoxc11* (V115823-1), and *Hoxd11* (V118513-1) were purchased from Open Freezer (www.openfreezer.org). The genes were then amplified using PCR with their respective attB primers: *Pax2* (attB1: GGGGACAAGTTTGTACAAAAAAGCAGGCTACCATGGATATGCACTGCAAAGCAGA, attB2: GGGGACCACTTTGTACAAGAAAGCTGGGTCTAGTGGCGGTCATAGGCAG); *Eya1* (attB1: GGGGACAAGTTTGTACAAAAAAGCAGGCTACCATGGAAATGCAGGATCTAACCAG, attB2: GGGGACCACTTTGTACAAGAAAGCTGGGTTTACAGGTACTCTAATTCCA); *Six1* (attB1: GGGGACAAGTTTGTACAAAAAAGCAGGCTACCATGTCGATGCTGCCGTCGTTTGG, attB2: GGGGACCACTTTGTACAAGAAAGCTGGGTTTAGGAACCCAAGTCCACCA); *Hoxa11* (attB1: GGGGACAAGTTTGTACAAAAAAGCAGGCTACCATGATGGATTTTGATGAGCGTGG, attB2: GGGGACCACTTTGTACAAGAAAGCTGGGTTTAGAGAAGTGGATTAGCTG); *Hoxc11* (attB1: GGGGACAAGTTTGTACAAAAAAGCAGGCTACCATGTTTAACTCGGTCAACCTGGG, attB2: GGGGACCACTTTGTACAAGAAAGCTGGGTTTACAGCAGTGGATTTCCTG); and *Hoxd11* (attB1: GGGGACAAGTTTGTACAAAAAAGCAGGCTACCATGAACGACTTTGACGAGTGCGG, attB2: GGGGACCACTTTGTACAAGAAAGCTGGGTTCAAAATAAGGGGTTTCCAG). The genes were amplified using PrimeSTAR HS (Takara, R040A) and under the following conditions: 30 cycles of 98 °C for 10 s, 58 °C for 5 s, and 72 °C for 1 min. The correct size of PCR products were excised from agarose gels using the QIAquick Gel Extraction Kit (Qiagen, 28704). The PCR products were then inserted into pDONR vectors to generate entry vectors using the Gateway BP Clonase II Enzyme Mix (Invitrogen, 11789-020). The entry vectors were transfected into DH5α-competent bacteria, amplified, and purified. The gene of interest was then cloned into the destination vectors using Gateway LR Clonase II Enzyme Mix (Invitrogen, 11791-020). The destination vector (courtesy of Dr. Andras Nagy) has a DOX-inducible promoter, a mCherry reporter, and a puromycin-selectable marker. The expression vectors were sequenced and gene inserts were 97%+ identical to their respective native gene sequences.

### Generating transgenic mouse ESC lines

ESCs were cultured under standard conditions and grown until 70–80% confluent. Confluent ESCs were collected, dissociated into single cells, and electroporated using the Neon Electroporation System (Invitrogen). Cells were electroporated under the following parameters: 1400 mV, 10 ms, and three pulses. Approximately 1 µg of PB transposase, *rtTA*, *Pax2*, *Eya1*, *Six1*, *Hoxa11*, *Hoxc11*, and *Hoxd11* PB vectors were transfected into ESCs. Transfected ESCs were cultured under standard mouse ESC conditions. One day after transfection, puromycin (1 µg/ml) was added to culture for 24 h to select for cells containing the transgenes. The cells that survived puromycin selection were allowed to grow and form ESC colonies.

Twenty-four clones were picked and expanded on gelatin- and MEF-coated plates and cultured under standard mouse ESC conditions. Genomic DNA was isolated from all 24 clones for genotyping purpose. Primers used to detect transgenes were as follows: *Pax2* (F: CCATACAGCCATCCCCAGTAC, R: TCACCACTTTGTACAAGAAAGCTG), *Eya1* (F: GGAGATGGTGTGGAAGAAGAGC, R: TCACCACTTTGTACAAGAAAGCTG), *Six1* (F: CAGAACTCGGTCCTTCTGCTC, R: TCACCACTTTGTACAAGAAAGCTG), *Hoxa11* (F: GCTGGAGCGAGAGTTCTTCTTC, R: TCACCACTTTGTACAAGAAAGCTG), *Hoxc11* (F: CGGATGCTGAACCTGACAGAC, R: TCACCACTTTGTACAAGAAAGCTG), and *Hoxd11* (F: GACTCCAACTCTCTCGGATGCT, R: TCACCACTTTGTACAAGAAAGCTG).

Ten clones containing all six transgenes (clones 6, 7, 9, 10, 11, 12, 19, 20, 23, and 24) were selected for quantitative PCR to evaluate transgene expression with and without DOX (1.5 µg/ml). RNA was isolated and quantitative PCR was performed. Primers used were as follows: *Pax2* (F: AAGCCCGGAGTGATTGGTG, R: CAGGCGAACATAGTCGGGTT), *Eya1* (F: CATAGCCGACTGAGTGGTAGT, R: GCTCTGTTTTAACTTCGGTGCC), *Six1* (F: ATGCTGCCGTCGTTTGGTT, R: CCTTGAGCACGCTCTCGTT), *Hoxa11* (F: TTTGATGAGCGTGGTCCCTG, R: AGGAGTAGGAGTATGTCATTGGG), *Hoxc11* (F: TCCAACCTCTATCTGCCCAGT, R: CAAGACGAGTAGCTGTTCCGA), *Hoxd11* (F: AAAAGACTCCAACTCTCTCGGA, R: AGACGGTCCCTGTTCAGTTTC), *β-actin* (F: GGCTGTATTCCCCTCCATCG, R: CCAGTTGGTAACAATGCCATGT), and *Gapdh* (F: AGGTCGGTGTGAACGGATTTG, R: TGTAGACCATGTAGTTGAGGTCA). DNA was amplified under the following conditions: 95 °C for 15 s, followed by 40 cycles of 95 °C for 5 s, and 60 °C for 30 s. The expression was normalized to *β-actin* and *Gapdh*. The three most DOX-responsive clones (clones 11, 19, and 23) were selected for differentiation (Supplementary Table II).

### Differentiating transgenic mouse ESC lines to renal progenitors

Transgenic mouse ESC lines (clones 11, 19, and 23) were differentiated to renal progenitors following our differentiation protocol. DOX (1.5 µg/ml) was added days 6–11, 11–16, or 16–21 of differentiation, which coincided with the progenitor induction stage of differentiation. Differentiation with no DOX was also performed as a control. RNA was collected at the end of differentiation, cDNA was synthesized, and progenitor marker expression was quantified using quantitative PCR.

### Organoid culture

At the end of the 21-day mouse kidney differentiation protocol, renal progenitors were dissociated into single cells and centrifuged at 200 × *g* at 10 °C for 5 min. The supernatant was discarded and the cell pellet was resuspended in 15% FBS Complete Media (DMEM supplemented with 15% FBS, 50 U/ml penicillin, 50 µg/ml streptomycin, 2 mM GlutaMAX, 0.1 mM NEAA, 1 mM sodium pyruvate, and 0.1 mM 2-mercaptoethanol) at a concentration of 35,000–50,000 cells/µl. A 10 µl droplet of cells was transferred onto a porous membrane filter (Whatman, #110407) to form a cell aggregate. Cell aggregates were cultured overnight in 15% FBS Complete Media containing with 10 µM Y27632. The next day, cell aggregates were then cultured for 24 h in 15% FBS Complete Media containing 3 µM CHIR99021 and 10 ng/ml Bmp7. Finally, cell aggregates were cultured in 15% FBS Complete Media alone for 6 days (8D organoids), 12 days (14D organoids), or 19 days (21D organoids). Unless stated otherwise, 8D organoids were used in experiments.

### Immunohistochemistry

Tissues were fixed in 10% NBF, dehydrated, and embedded in paraffin in the following manner: 80% ethanol for 30 min, 95% ethanol for 45 min, 100% for 2 h, toluene for 2 h, and paraffin for 2–3 h. Tissue blocks were sectioned, and tissue sections (5 µm thick) were dewaxed and immunostained. Briefly, a blocking buffer (PBS containing 0.1% Triton X-100 and 10% FBS) was applied onto dewaxed tissue sections for 1 h at RT. After blocking, primary antibodies (diluted 1:200) were added and incubated with tissue sections overnight at 4 °C. The next day, tissue sections were washed 4× for 10 min with PBS containing 0.1% Triton X-100 and incubated with secondary antibodies (diluted 1:500) for 1 h in the dark and at RT. Finally, tissues sections were washed 5× for 10 min with PBS containing 0.1% Triton X-100, stained with DAPI, and cover-slipped. The primary antibodies used were as follows: N-cadherin (Abcam, AB98952), cytokeratin 8 (Novus Biologicals, NB120-9287), E-cadherin (R&D Systems, AF748), pan-cytokeratin (Sigma, C2562), collagen IV (Abcam, AB6586), laminin (Abcam, AB11575), fibronectin (Abcam, AB23750), Pbx1 (Cell Signaling, 4342 S), aquaporin 2 (Alomone Labs, AQP002). The secondary antibodies used were as follows: anti-goat IgG 594, anti-mouse IgG 488, and anti-rabbit IgG Cy5.

### Whole-mount staining

Tissues were fixed in 10% NBF for 1–2 h at RT. Fixed tissues were washed three times with PBS containing 0.1% Triton X-100 and incubated in blocking buffer (PBS containing 0.1% Triton X-100 and 10% FBS) for 2–3 h at RT. After blocking, tissues were washed three times in PBS containing 0.1% Triton X-100 and incubated with primary antibodies (diluted 1:200) overnight at 4 °C. Tissues were then washed 4× for 30 min with PBS containing 0.1% Triton X-100. Secondary antibodies (diluted 1:500) were added for 2–4 h at RT. Finally, tissues were washed 4× for 30 min with PBS containing 0.1% Triton X-100, and stained with DAPI. The primary antibodies used were as follows: LTL (Vector Laboratories, B-1325), E-cadherin (Abcam, AB11512), and Wt1 (Abcam, AB89901). The secondary antibodies used were as follows: strepavidin-Cy5, anti-rat IgG 594, and anti-rabbit IgG 488.

## Supplementary information

supplementary-materials

reporting-summary

## Data Availability

Gene expression (microarray) datasets generated in this study are available in the Gene Expression Omnibus (GEO) repository (GEO accession number: GSE140012).

How the deposited data were processed for this re-analysis (not part of the article)

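RNA from cultured cells, organoids and kidneys was measured on Affymetrix Mouse Gene 2.0 ST arrays, 30 in all. The 10 groups of 3 arrays each were undifferentiated ESCs, mesoderm cells, intermediate mesoderm cells, renal progenitors, organoids after 8, 14 and 21 days (8D, 14D and 21D), E12.5 kidneys, E13.5 kidneys and adult kidneys. The labels name a batch for each array. Batch 1 holds replicate 1 of the ESC, mesoderm, intermediate mesoderm, progenitor and E13.5 kidney groups, and batch 2 holds the other 25 arrays. The paper names the RNeasy Mini kit for RNA extraction and the labels name the RNeasy Plus kit.

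The authors read the raw arrays with the R packages oligo and limma and normalized them by RMA, which corrects the background, equalizes the distributions across arrays and summarizes probes as log2 values. The deposited table holds these log2 values for 23986 gene symbols. The versions, the annotation that assigned probe sets to genes, the rule for genes with several probe sets and any batch correction are not given in the sources used here. Array medians lay between 5.757 and 5.941 and the values between 0.8564 and 13.31, as checked on the table. Of the gene symbols, 23143 matched a current mouse symbol, 843 did not, and 518 of these matched a single synonym. The reference at hand was used for symbols alone, so no positions are given.

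The log2 values were used as deposited, with no filter and 1 value per gene symbol and array. Differential expression was computed with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings). A single model of all 30 arrays held a coefficient for each of the 10 groups and a term for the batch, which left 19 residual degrees of freedom, and 16 comparisons between groups were taken from it. For embryonic kidneys the mean of the E12.5 and E13.5 coefficients was used, with SDs over the 6 arrays. Genes with an adjusted p under 0.05 (Benjamini-Hochberg over all 23986 genes of a comparison) were called, and every adjusted p of a single gene in the text is from limma. Fold changes in the text come from this model, so that where batches are mixed they can differ from the difference of the group means printed beside them. Of the 16 comparisons, 12 are counted in the paper. The other 4 (progenitors with ESCs, 21D with 8D organoids, 8D organoids with progenitors, 8D organoids with embryonic kidneys) are not.

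The paper tested gene ontologies by GSEA with the topGO package below 500 differentially expressed genes and by over-representation with BiNGO above 500. Since ontology annotation was not used here, 32 lists of genes written before the data were examined stand in for the themes the paper reports and for markers of other cell types, and 618 of their 623 genes were measured. Some genes belong to several lists, so the tests of lists that share genes are not independent. Each list was tested in each comparison with camera from limma at a preset inter-gene correlation of 0.01, with adjustment over the lists of a comparison (512 tests in all), and again with the correlation estimated from the data. List members that passed the test were counted with the adjustment over all genes and with the adjustment over the list alone.

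The genes named in the text follow a rule set in advance. For each comparison they are the genes the paper names, the 8 largest increases and 8 largest decreases among called genes whose groups do not overlap, without predicted genes, microRNAs, small nucleolar RNAs and olfactory and vomeronasal receptors, and up to 4 called members of each list with the largest change.

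Principal components were computed with prcomp in R on all genes, centred and not scaled, for the stages of differentiation with embryonic kidneys and for the organoids with embryonic and adult kidneys. Similarity was measured as Pearson's r and Euclidean distance between an array and the mean of a kidney group, with exact two-sided permutation tests, whose smallest p is 0.1 for 3 arrays against 3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15 (numpy 2.4.6).

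The alternatives tried were array weights, the batch 2 arrays alone, the arrays of the compared groups alone with and without the batch term, all arrays without the batch term, a block for the replicate number, E12.5 and E13.5 kidneys as 1 group of 6, a filter on dim genes, quantile normalization of the deposited values, a trended and robust prior, a threshold of 1 on the absolute log2 fold change, and leaving out each array in turn. Gene lists were also tested with fry. Principal components were also computed on the 500 genes of largest variance, on scaled genes, after removal of the batch effect and on the batch 2 arrays, and similarity with Spearman's rho, with the filter on dim genes, on centred genes and within batch 2. Each gene symbol has 1 row, so using every row changes nothing.

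The procedure was tested on simulated data with 67, 67 and 66 changed genes at log2 changes of 0.5, 1 and 2, once with equal spread in all groups and once with the spreads of the real groups. With equal spread, between 2.34% and 7.59% of the calls of a comparison were unchanged genes. With the real spreads the share was 35.7% for progenitors with embryonic kidneys, 30.8% for 8D organoids with progenitors, 29.0% for progenitors with ESCs and 21.3% for progenitors with intermediate mesoderm cells, since progenitor replicates vary more than the shared estimate of the spread. It was at most 13.8% in the other comparisons. These shares depend on how many genes change, and far more genes were called in the real comparisons of progenitors than in the simulation. They are therefore no estimates for the real calls. A log2 change of 1 was found in at least 61.2% and a log2 change of 2 in at least 93.9% of the simulated genes. The simulated noise was drawn independently for each gene, while genes of many lists were correlated on the real arrays. The shares found and the shares of unchanged genes therefore hold for the simulated data alone. As a gauge of background, 1399 olfactory and vomeronasal receptor genes had medians between 2.88 and 3.39 and 95th percentiles between 4.99 and 5.64 on the arrays, so a gene near or below these levels is not told from background. Between organoids and adult kidneys, whose arrays are all of batch 2, the fold change is the difference of the group means, so against a group at such a level, organoids or adult kidneys, it is a lower bound on the size of the difference. In the other comparisons background also limits the size of a fold change against a group at such a level, and that size is no exact value. The number of arrays limits the precision of every value.

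Raw array files were not used here. The immunostaining, functional and quantitative PCR experiments of the paper have no files among those used here and were not analysed.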

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

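The tests of explanations in this part were chosen after the results they bear on had been seen, while the comparisons and gene lists were fixed before the data were examined.

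Pluripotency genes drew attention in a comparison the paper does not report. Of 26 pluripotency genes, 23 were higher in 8D organoids than in E12.5 and E13.5 kidneys and none was lower (camera adjusted p = 2e-24, and adjusted p = 0.062 with an estimated correlation), with Nanog higher by 6.05, Sox2 by 5.85 and Tdgf1 by 6.37 on the log2 scale. A single organoid array was not behind it, since 9 of 9 organoid arrays had a mean of the list above every embryonic kidney array, nor were neural cells that share members such as Sox2 with the list, since the remaining members had a median log2 difference of 2.71. RNA of undifferentiated cells in the organoids stays open, since the test of it decides nothing: 174 genes outside the lists, picked as high in ESCs and low in E12.5 and adult kidneys, had a median log2 difference of 1.68 between 8D organoids and E13.5 kidneys, but E13.5 kidneys resemble the E12.5 kidneys used to pick them (mean r of 0.9901). The same median was 1.81 in mesoderm cells and 1.83 in intermediate mesoderm cells, so these genes do not set undifferentiated cells apart from early differentiated ones.

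Neural genes drew attention between organoid ages that the paper does not compare. Of 15 neural markers, 13 were higher in 21D than in 8D organoids and none was lower (camera adjusted p = 2.7e-14, and adjusted p = 0.1 with an estimated correlation), with Dcx higher by 3.46, Tubb3 by 2.75 and Map2 by 2.72 on the log2 scale. A single organoid array was not behind it, since the mean of the list was higher in the 21D array in 9 of 9 pairs of a 21D and an 8D array. The endothelium list had a median log2 fold change of -0.568 while the neural list rose by a median of 2.23, so the markers of all other types did not rise alike. A lower share of another main cell type stays open as a part of the neural rise, since the endothelial cells may themselves have become fewer. A growth of neural cells with time in culture may account for the difference, as a hypothesis from the data it was seen in, and the time in culture itself cannot be set apart from the order in which organoids were collected.

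The 8D organoids lay nearer to intermediate mesoderm cells than to the progenitors from which they are made. Their correlation across genes averaged 0.9795 with intermediate mesoderm cells and 0.9618 with progenitors, a difference within arrays of 0.0178 (SD 0.0088, n = 3). A single mislabelled 8D organoid array was not behind it, since 3 of 3 arrays had the higher correlation with intermediate mesoderm cells, and the batch was not, since the difference was 0.022 (SD 0.0118) in batch 2 arrays alone. Progenitor arrays that stand apart from other groups stay open, since 2 of 7 other groups, 21D organoids and adult kidneys, had every array nearer to progenitors, while no array of ESCs, mesoderm cells, E12.5 or E13.5 kidneys did, and progenitor replicates correlated least with each other (lowest r of 0.957). Of 26 pluripotency genes, 18 were higher in 8D organoids than in progenitors and none was lower (camera adjusted p = 1.6e-09, and adjusted p = 0.29 with an estimated correlation). The mean of this list was 8.46, 8.64 and 7.30 in the organoid arrays and 7.67, 6.63 and 5.43 in the progenitor arrays. Whether early organoids are in a less differentiated state cannot be told apart from progenitor arrays that stand apart from other groups.

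Progenitors differed from ESCs in 8256 genes in limma, a comparison across the whole protocol that the paper does not count, and 10 splits of these 6 arrays are too few for a share under 0.05 (real value 8256, highest other 42). Between 8D organoids and progenitors 4658 genes differed, also a comparison the paper does not report (2814 higher and 1844 lower in organoids, 7432 at an unadjusted p under 0.05), with 10 splits again too few (highest other 580, with 8D organoid replicates 1 and 2 grouped with progenitor replicate 1). Between 8D organoids and embryonic kidneys, also not reported, 5074 genes differed, or 3337 without 8D organoid replicate 1. With E12.5 and E13.5 kidneys as 1 group of 6 the count was 5239, and over 84 splits no other came near it (highest other 38). A chance division of the arrays is therefore unlikely but not excluded, since the test was chosen after the counts had been seen. In the comparison of 21D with 8D organoids, not reported in the paper, 2755 genes differed, or 1172 without 8D organoid replicate 1 and 1438 without 21D organoid replicate 2, and 10 splits are too few for a share under 0.05 (highest other 29).

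Skeletal muscle genes drew attention as a cell type the paper does not discuss, with 6 of 13 higher in 21D than in 8D organoids and none lower (camera adjusted p = 2.7e-06, and adjusted p = 0.45 with an estimated correlation), led by Myh3 at 7.91 ± 2.36 against 3.76 ± 0.27 (SD, n = 3), a call that ended when these arrays were fitted alone (adjusted p = 0.0726), and with replicates 2 and 3 of the 21D organoids (list means of 8.25 and 6.82) setting the difference, since replicate 1 was at 5.72 and the 8D organoids between 5.39 and 5.63. Adipocyte genes did so too, with 6 of 7 higher in progenitors than in embryonic kidneys, as did markers of fibroblasts and feeder cells, with 9 of 15 higher in undifferentiated ESCs than in mesoderm cells. The adipocyte list mean of progenitor replicate 1 (5.83) lay near the embryonic kidney arrays (5.49 to 5.73). Genes of DNA replication and repair differed between organoid ages set against the same ESCs, with 38 of 40 lower in 21D than in 8D organoids by the test of the difference in limma (camera adjusted p = 2.5e-33, and adjusted p = 0.039 with an estimated correlation).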

How the results depend on the processing

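No alternative in this part was added, and no test chosen, after the results had been seen. Of 1997 tests of genes that follow the naming rule, none that passed in the main fit or in the alternative turned direction. Changes of sign in genes that passed in neither were not counted. The calls that were lost numbered 357 with the arrays of the compared groups alone and no batch term, 354 with these arrays and the batch term, 160 with the batch 2 arrays alone, 202 with a threshold of 1 on the absolute log2 fold change, 49 with array weights, 38 with quantile normalization, 34 with the replicate block, 18 with a trended and robust prior and 17 with no batch term, and 1239 of 12822 when a replicate was left out. Of 512 list tests, 208 lost the call with an estimated correlation, so that 37 of 245 calls were left (6 for progenitors with embryonic kidneys, 8, 8 and 7 for 8D, 14D and 21D organoids with adult kidneys, 2 for 21D with 8D organoids, 3 each for 8D organoids with progenitors and with embryonic kidneys). With fry, which does not compare a list with other genes, 54 calls were lost and 40 gained, and when a replicate was left out 125 of 3264 were lost and 97 gained. Changes of direction were counted only for lists that passed the test in the main fit or in the alternative. They were limited to the step from 14D to 21D organoids. There the extracellular matrix list had a median log2 fold change of -0.1715 without 14D organoid replicate 1 (camera adjusted p = 0.0495) and up to 0.2143 without others. The heart list had a median of -0.3053 without 21D organoid replicate 2 (camera adjusted p = 0.0353) and up to 0.4255 without others. Fitting the arrays of the compared groups alone leaves fewer residual degrees of freedom, and leaving out arrays or requiring a fold change calls fewer genes by construction. For every other setting that moved a count the cause was not tested.

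Counts that moved by more than 1.5 times are given by setting, against the counts at the claims. With the arrays of the compared groups alone and the batch term, they were 2255 for progenitors with intermediate mesoderm cells (6365 with all arrays), 194 for 8D organoids with ESCs (1899), 3797 for 14D organoids with ESCs (6144), 4398 for 21D organoids with ESCs (7449), 0 for 14D with 8D organoids (496) and 0 for 21D with 14D organoids (25) in limma, where 4037 and 1618 genes had an unadjusted p under 0.05 with all arrays, 4541 for progenitors with ESCs (8256), 619 for 21D with 8D organoids (2755) and 918 for 8D organoids with progenitors (4658). Without the batch term, the compared arrays alone gave 2841 for progenitors with intermediate mesoderm cells, 369 for 8D organoids with ESCs, 0 for 14D with 8D and for 21D with 14D organoids, 4281 for progenitors with ESCs, 619 for 21D with 8D organoids and 649 for 8D organoids with progenitors. With the batch 2 arrays alone the counts were 1263 for mesoderm cells with ESCs (2798 with all arrays), 934 for intermediate mesoderm with mesoderm cells (1691), 1218 for 8D organoids with ESCs and 8 for 21D with 14D organoids. With array weights they were 3864 for intermediate mesoderm with mesoderm cells, 1037 for 14D with 8D organoids and 53 for 21D with 14D organoids. With a threshold of 1 on the absolute log2 fold change they were 791 for mesoderm cells with ESCs, 424 for intermediate mesoderm with mesoderm cells, 1930 for progenitors with intermediate mesoderm cells, 2078 for progenitors with embryonic kidneys, 752, 2190 and 2814 for 8D, 14D and 21D organoids with ESCs, 269 for 14D with 8D organoids, 5457, 5589 and 5532 for 8D, 14D and 21D organoids with adult kidneys, 2960 for progenitors with ESCs, 849 for 21D with 8D organoids, 1337 for 8D organoids with progenitors and 1429 for 8D organoids with embryonic kidneys.

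When each replicate was left out in turn, mesoderm cells with ESCs gave 1621 to 2665 genes (1623 and 1762 without mesoderm replicates 1 and 2, 1621 without ESC replicate 1), and intermediate mesoderm with mesoderm cells 787 to 1353 (787 and 859 without mesoderm replicates 2 and 3, 943, 895 and 1087 without intermediate mesoderm replicates 1, 2 and 3). For 8D organoids with ESCs the range was 772 to 2109 (782 without 8D organoid replicate 3, 1155 and 772 without ESC replicates 1 and 2), for 14D with 8D organoids 53 to 596 (53 without 8D organoid replicate 1, 294 and 150 without 14D organoid replicates 2 and 3) and for 21D with 14D organoids 4 to 133 (4 and 5 without 14D organoid replicates 2 and 3, 133 and 16 without 21D organoid replicates 1 and 2). For 21D with 8D organoids it was 1172 to 2578 (1172 without 8D organoid replicate 1, 1438 without 21D organoid replicate 2), and for 8D organoids with embryonic kidneys 3337 to 4862 (3337 without 8D organoid replicate 1).

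The position of progenitors on the first component (0.703) became 1.069 with scaled genes. Over all genes, progenitors were less similar to embryonic kidneys than intermediate mesoderm cells were (-0.01233), and with each gene centred on its mean over the groups the difference was 0.4024, between correlations of -0.0871 and -0.4895, a sign that the centring sets, so this value is no measure of similarity. Centring also moved the lead of progenitors over the metanephric mesenchyme genes from 0.07041 to 0.2596 and over the ureteric bud genes from 0.1927 to 0.5514, which is no measure of similarity for the same reason, and Spearman's rho moved that over the metanephric mesenchyme genes to 0.007179. The lead of embryonic over adult kidneys in similarity to organoids, taken as the lowest of the 9 organoid arrays (0.1234), became 0.1037 with Spearman's rho, 0.323 with the filter on dim genes and 0.08842 with centred genes, where the centring bears on it in the same way.

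The replicate numbers are shared between groups by label alone. Over 45 pairs of groups the mean correlation of arrays with the same number lay between -0.2171 and 0.1745, in 52 of 135 pairs of arrays with the same number the first correlated best with its own number, and a single pair of groups, which is not compared here, had every correlation over 0.1. A block for the replicate number gave counts such as 2181 for 8D organoids with ESCs, 516 for 14D with 8D organoids and 4096 for 8D organoids with progenitors, and moved no count by more than 1.5 times. Background limits what can be said of genes whose log2 values lie near 5 or below, such as Pax2, Hoxb7 and the drug transporters in cultured cells, since the 95th percentile of olfactory and vomeronasal receptor genes lay between 4.99 and 5.636 on the arrays.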

Differences from the paper's values

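Counts below are of genes at an adjusted p under 0.05, the paper's stated threshold, and the alternatives named were set before the data were examined.

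For mesoderm cells with ESCs, the paper's count of upregulated genes is 880 and the count found here is 1406. The values do not differ by more than 1.5 times when the arrays of the compared groups are fitted alone, with the batch term (858) or without it (880, the paper's value), nor when any of the 6 arrays is left out (739 to 1298). They do with no batch term (1341), the batch 2 arrays alone (534), the replicate block (1375), a trended and robust prior (1471), array weights (1971), the filter on dim genes (1594), quantile normalization (1412) and the threshold on the fold change (321).

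For progenitors with intermediate mesoderm cells, the paper's count is 2842 with 958 upregulated, and the counts found here are 6365 and 2560. With the arrays of the compared groups alone the counts were 2255 and 774 with the batch term and 2841 and 957 without it, and with the threshold on the fold change 1930 and 992, which do not differ from the paper's by more than 1.5 times. They do under every other alternative, with no batch term (6264 and 2512), the batch 2 arrays alone (4948 and 2094), the replicate block (6373 and 2571), a trended and robust prior (6402 and 2540), array weights (7052 and 2818), the filter on dim genes (6126 and 2101), quantile normalization (6058 and 2709) and when any array is left out (4838 to 6553, and 1783 to 2553).

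For 8D organoids with ESCs, the paper's count is 369 with 195 upregulated, and the counts found here are 1899 and 861. The arrays of the compared groups alone with no batch term gave 369 and 195, the paper's values. All other alternatives differ from them, with the compared arrays and the batch term (194 and 76), no batch term with all arrays (2108 and 1001), the batch 2 arrays alone (1218 and 577), the replicate block (2181 and 968), a trended and robust prior (1945 and 871), array weights (2058 and 981), the filter on dim genes (2258 and 1036), quantile normalization (2053 and 1031), the threshold on the fold change (752 and 448) and when any array is left out (772 to 2109, and 361 to 969).

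The paper's other counts lie within 1.5 times of those found here. Fits of the compared arrays alone with no batch term come within a gene of most of them, with 1941 for mesoderm cells with ESCs, 1916 and 881 upregulated for intermediate mesoderm with mesoderm cells, 5016 and 5806 for 14D and 21D organoids with ESCs, 9243 for 8D organoids with adult kidneys (4843 and 4400 in each direction), 10383 and 9810 for 14D and 21D organoids with adult kidneys. For progenitors with embryonic kidneys this fit gave 7266, the fit of all arrays 8210, and the paper's count is 7808.

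Among its statements, the paper finds no differentially expressed genes between 8D and 14D or between 14D and 21D organoids. Here limma called 496 and 25, and 0 and 0 when the compared arrays were fitted alone, with 4037 and 1618 at an unadjusted p under 0.05 in the fit of all arrays. The 25 genes became 8 with the batch 2 arrays alone and 53 with array weights.

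The paper states that progenitors resemble embryonic kidneys more than ESCs, mesoderm and intermediate mesoderm cells do, from its principal components of all genes and from genes of the metanephric mesenchyme and ureteric bud. Over all genes, the correlation with embryonic kidneys was 0.9425 for progenitors, 0.9548 for intermediate mesoderm cells, 0.944 for mesoderm cells and 0.928 for ESCs, so that intermediate mesoderm cells ranked highest. On the first component, which goes with the statement, progenitors stood at 0.703 of the way from ESCs to embryonic kidneys, while the next set them apart from all other groups. Also going with it are the correlations over the metanephric mesenchyme and ureteric bud genes, which were highest in progenitors (0.4279 and 0.5014). The lists used here are shorter than the paper's. Measured as a distance over the metanephric mesenchyme genes, intermediate mesoderm cells (12.24) were nearer than progenitors (12.77).

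The paper states that the expression of kidney developmental genes increases with each step. From ESCs to mesoderm cells 3 of 25 metanephric mesenchyme genes were higher and 1 lower, from mesoderm to intermediate mesoderm cells 6 and 0, and from intermediate mesoderm cells to progenitors 6 and 7. For 25 ureteric bud genes these numbers were 2 and 2, 1 and 2, and 5 and 8. Wt1 fell by 1.10 and Sall1 by 0.92 in the last step, while Six2 passed the test in no step. These are array values of RNA. By immunostaining, which was not analysed here, the paper reports progenitors positive for Six2, Wt1 and Pax2. By quantitative PCR, also not analysed here, it reports that Sall1 increased over the stages. Over the whole protocol, from ESCs to progenitors, Osr1 (2.66) and Eya1 (3.05) were higher under all alternatives. Ret (1.69) was too, except in a fit of the compared arrays alone with the batch term (adjusted p = 0.0588), while Hoxb7 (1.27) was not called with the batch 2 arrays alone (adjusted p = 0.0816), with array weights (0.522, adjusted p = 0.276), in a fit of the compared arrays alone with or without the batch term (adjusted p = 0.19 and 0.163) or without progenitor replicate 3 (0.571, adjusted p = 0.131). In the same comparison 9 metanephric mesenchyme genes were higher and 2 lower.

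For intermediate mesoderm cells the paper names endothelial progenitors among the products of the protocol. By quantitative PCR, which was not analysed here, it also reports that Cd34 increased over the stages. None of 21 endothelial genes was higher than in mesoderm cells and 1 was lower, and Cd34 had a log2 fold change of -1.26 (adjusted p = 0.0579). In progenitors 5 of them were higher than in intermediate mesoderm cells, Emcn by 4.38, and 3 were lower.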

Other observations

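Early organoids carried more transcripts of DNA replication and fewer of the stress response than progenitors. From progenitors to 8D organoids, 38 of 40 genes of DNA replication and repair rose and none fell (40 when adjusted over the list alone, camera adjusted p = 1.6e-37, and adjusted p = 0.026 with an estimated correlation), as did 15 of 20 genes of nucleotide synthesis (camera adjusted p = 6.2e-14, and adjusted p = 0.026 with an estimated correlation). Of 29 genes of the response to stress, hormones and cytokines, none rose and 15 fell (camera adjusted p = 1.4e-09, and adjusted p = 0.026 with an estimated correlation), with the oncostatin M receptor gene Osmr down by 3.43 and the adhesion gene Vcam1 by 3.11 on the log2 scale. Endothelial genes rose, 13 of 21 with 1 lower (camera adjusted p = 2.5e-07, and adjusted p = 0.19 with an estimated correlation), Pecam1 by 2.56. Lefty2 rose by 3.59 (adjusted p = 3.63e-05), Lin28a by 1.94 and the retinoic acid carrier gene Crabp2 by 3.28. Osr1, the marker of intermediate mesoderm, fell by 1.96 (adjusted p = 0.00133). With the compared arrays fitted alone and no batch term, the calls of Pecam1 (adjusted p = 0.0618) and Osr1 (adjusted p = 0.0612) ended.

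Set against E12.5 and E13.5 kidneys, 8D organoids were low in genes of the nephron and duct lineages. Of 25 metanephric mesenchyme genes, 21 were lower and 2 higher (camera adjusted p = 7.9e-18, and adjusted p = 0.012 with an estimated correlation), Six2 with a log2 fold change of -3.91 and Pax2 of -4.51. Of 15 intermediate mesoderm genes 12 were lower and 1 higher (camera adjusted p = 4.5e-11, and adjusted p = 0.012 with an estimated correlation), and of 25 ureteric bud genes 15 and 2 (camera adjusted p = 4.3e-07, and adjusted p = 0.03 with an estimated correlation), with Calb1 at -5.66. Stromal genes were lower too, 10 of 14 with none higher (camera adjusted p = 1.3e-08, and adjusted p = 0.12 with an estimated correlation), and 28 of 39 Hox genes with 3 higher (camera adjusted p = 1e-12, and adjusted p = 0.12 with an estimated correlation). Markers of heart (5 of 15, camera adjusted p = 0.0082, and adjusted p = 0.43 with an estimated correlation), endoderm (4 of 13 with 1 lower, camera adjusted p = 0.0072, and adjusted p = 0.41 with an estimated correlation) and gonad (3 of 9, camera adjusted p = 0.031, and adjusted p = 0.19 with an estimated correlation) were higher in 8D organoids, with the cardiac transcription factor gene Tbx20 up by 2.96 and the lipoprotein gene Apob by 2.98. The heart and endoderm results rest on replicates 1 and 3, with list means of 6.28 and 6.81 for heart and 7.06 and 7.04 for endoderm. Replicate 2 lay at the level of the kidney arrays, with 5.72 against up to 5.69 for heart and 6.22 against up to 6.28 for endoderm. For cartilage and bone markers 1 of 12 was higher (camera adjusted p = 0.068).

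From 8D to 21D transcripts of proliferation fell in the organoids. Besides the genes of DNA replication, 19 of 20 cell division genes fell (camera adjusted p = 3.7e-15, and adjusted p = 0.17 with an estimated correlation) and 13 of 20 genes of nucleotide synthesis (camera adjusted p = 2.4e-13, and adjusted p = 0.039 with an estimated correlation). Alb rose by 6.10 to 10.78 ± 0.34 (SD, n = 3), Afp by 4.42 and Cym by 4.89, while 5 of 21 endothelial genes fell (camera adjusted p = 0.0013, and adjusted p = 0.54 with an estimated correlation) and Lin28a fell by 1.67. The mean of the endothelial list in 8D organoid replicate 2 (6.62) was below 21D organoid replicates 2 and 3 (6.78 and 6.74).

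Genes that the paper measured by quantitative PCR in ESCs and progenitors ran the same way on the arrays, with Lefty2 falling by 6.03, Esrrb by 2.28 and Lin28a by 2.15 on the log2 scale from ESCs to progenitors. Replicate 3 of the undifferentiated ESCs had the mesoderm genes T at 9.0 and Mixl1 at 9.9 on the log2 scale.

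Other splits of the arrays were tried for each count, a test chosen after the counts had been seen. The 10 splits of 3 arrays against 3 are too few for a share under 0.05. The real count and the highest of the other splits were 2798 and 0 for mesoderm cells with ESCs, 1691 and 0 for intermediate mesoderm with mesoderm cells, 6365 and 68 for progenitors with intermediate mesoderm cells, 1899 and 53, 6144 and 0, and 7449 and 1 for 8D, 14D and 21D organoids with ESCs, 496 and 13 for 14D with 8D organoids, and 10751 and 2, 11802 and 1, and 11609 and 20 for 8D, 14D and 21D organoids with adult kidneys, where 1 of the 10 splits, the real grouping, had a count as large. For 21D with 14D organoids the real count of 25 stood against 46 in the split that put 21D organoid replicates 1 and 3 with 14D organoid replicate 1, so that 2 of the 10 splits had a count as large. For progenitors with embryonic kidneys as 1 group of 6 there were 84 splits, and with 8361 genes against a highest other of 976 (progenitor replicates 1 and 2 with E13.5 replicate 1) a chance division of the arrays is unlikely but not excluded.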
